# TET exhibits enzymatic-independent and-dependent functions during *Drosophila* flight muscle development and aging

**DOI:** 10.1186/s13395-025-00399-x

**Published:** 2025-10-27

**Authors:** Vincent Gerdy, Emilie Plantié, Romane Bertrand, Yoan Renaud, Guillaume Junion, Laurence Vandel, Lucas Waltzer

**Keywords:** Ten-eleven translocation, *Drosophila*, Muscles, Flight, Mobility, Aging, Catalytic activity

## Abstract

**Background:**

Enzymes of the Ten-Eleven Translocation family are responsible for 5-methylcytosine (5mC) oxidation and play a key role in regulating DNA demethylation during various developmental processes, including myogenesis. However, they also exhibit 5mC-independent functions whose importance for muscle development remains unexplored. As the *Drosophila* genome lacks the enzymes required for 5mC deposition but contains a single *Tet* gene essential for viability, we analyzed its role in flight muscle development.

**Methods:**

Using a combination of genetics, imaging techniques, transcriptomic analysis and functional assays, we assessed the impact of *Tet* loss of function (using either *Tet null* or *Tet catalytic inactive* mutants, as well as *Tet* knockdown) on indirect flight muscle development from the larval to adult stages and during aging in *Drosophila melanogaster*.

**Results:**

We found that *Tet* loss leads to a decrease in the number of adult muscle progenitors in the larva, dysregulation of the myogenic expression program in the pupa and disrupted flight muscle organization in the adult. Interestingly, our data reveal that these phenotypes are largely independent of TET enzymatic activity. However, analysis of TET-catalytic inactive flies also highlights the enzyme’s critical role in adult fly mobility and its ability to prevent premature muscle aging. Further experiments demonstrate that TET expression in muscle progenitors and the central nervous system is essential for maintaining adult mobility.

**Conclusions:**

These results highlight the crucial role of TET beyond 5mC DNA oxidation, suggesting that both catalytic-dependent and catalytic-independent functions of TET are essential for muscle development and function in vivo.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-025-00399-x.

## Background

The proper development of the adult muscular system requires a coordinated spatiotemporal regulation of gene expression, spanning from muscle stem cell specification to the terminal differentiation of contractile myofiber bundles [1]. In concert with the sequential activation of specific transcription factors that govern the various steps of myogenesis, chromatin remodelers and epigenetic regulators play a pivotal role in establishing the correct transcriptional program [2, 3]. Notably, cytosine methylation, a widespread epigenetic modification in metazoan genomes, has been implicated in myogenesis regulation. Since the discovery in the late 1970 s that treatments with the DNA demethylating agent 5-azacytidine promote the formation of striated muscles from non-myoblast cells in culture [4, 5], numerous studies have shown that the genome methylation pattern varies during muscle differentiation and aging, as well as in response to environmental cues or between different muscle types [2, 3]. Consequently, the development of drugs targeting the epigenetic enzymes involved in 5-methylcytosine metabolism presents promising potential for regulating muscle growth, regeneration and rejuvenation. However, our understanding of the in vivo functions of these enzymes during myogenesis remains limited, and further research is necessary to fully elucidate their mechanisms of action.

In metazoans, 5-methylcytosine (5mC) is the main form of DNA methylation [6]. This covalent modification is catalyzed by DNA methyltransferase enzymes (DNMT), while members of the Ten-Eleven Translocation (TET) family oxidize 5mC to produce 5-hydroxymethylcytosines (5hmC) and more oxidized derivatives [7]. These intermediates play a dual role, either serving as demethylation intermediates or functioning as distinct epigenetic marks with specific regulatory roles. As a result, TET enzymes have emerged as crucial regulators of 5mC DNA levels and genome expression. They belong to an evolutionarily conserved family of iron and 2-oxoglutarate-dependent dioxygenase found in most metazoans [8]. In vertebrates, TET enzymes are encoded by 3 genes (*TET1*, *2* and *3*) and their corresponding proteins all feature a cysteine-rich domain followed by a bipartite double-stranded ß-helix (DSBH) catalytic domain in their C-terminus. Notably, the long isoforms of TET1 and TET3 also contain an N-terminal CXXC zinc finger domain involved in DNA binding. Vertebrate *TET* genes play both redundant and specific roles in various biological processes [9]. In line with the long-standing hypothesis that DNA demethylation is crucial for activating muscle gene expression, recent studies have implicated TET enzymes in muscle development [10–17]. Although conflicting results have been reported regarding the impact of the loss of *Tet2* on mouse skeletal muscle development in vivo, *Tet2* is critical for adult muscle regeneration [13, 14] and ex vivo experiments suggest that TET2 promotes muscle stem cell proliferation and myogenic differentiation [10, 11, 13–15]. Furthermore, levels of 5hmC, as well as *TET1* and *TET2* expression, increase during myoblast differentiation [10, 11, 15] and several lines of evidence suggest that TET2 activates the expression of key myogenic genes by preventing the methylation of their regulatory regions [10, 11, 13, 14]. Notably, while *Tet1* inhibition does not appear to affect myoblast differentiation in mice [10, 13], it has been proposed that Tet1-induced demethylation contributes to the muscle overgrowth phenotype observed in *Myostatin* mutant cattle [12]. Lastly, *Tet3* loss was found to enhance myoblast differentiation in mice, although the underlying mechanisms remain unexplored [13]. These findings highlight the role of TET enzymes in regulating muscle gene expression ex vivo, but the in vivo functions of these epigenetic regulators during muscle development and aging remain poorly understood.

Importantly, while these studies have focused on the relationship between TET enzymes and 5hmC/DNA demethylation, they have not considered alternative modes of action. Yet these proteins can also exert their effects in a catalytic-independent manner or by oxidizing other substrates, such as m^5^C on RNA [9]. The significance of these non-canonical functions is particularly evident in *Drosophila,* whose genome lacks a 5mC DNA methyltransferase but contains a single *Tet* gene whose expression is essential for adult emergence [18, 19]. In this model organism, TET has been reported to regulate transcription by demethylating 6-methyladenine (6mA) in DNA [18, 20] and to promote mRNA translation by converting m^5^C into hm^5^C [19, 21]. However, recent studies showed that 6mA does not appear to be a substrate for metazoan TET enzymes, even in *Drosophila* [22, 23]. Moreover, TET’s catalytic activity seems dispensable for the development of viable and fertile flies [23, 24]. TET has been found to activate transcription in a catalytic-independent manner in the larval nervous system and the ovarian stem cell niche by facilitating the recruitment of other chromatin regulators [25, 26]. Furthermore, while *Tet null* adult escapers exhibit a “held out” wing phenotype [23, 27], which is often associated with flight muscle defects [28], this defect is not observed in flies lacking TET catalytic activity [23]. These observations suggest that TET might regulate adult myogenesis in a catalytic-independent manner in *Drosophila*. However, its precise role in flight muscle formation remains unexplored.

Here, we have leveraged the presence of a single *Tet* gene and the absence of *DNMT* in *Drosophila* to investigate the 5mC DNA-independent functions of TET during muscle development and aging, focusing on adult indirect flight muscles (IFMs), whose formation has been well characterized [29, 30]. The IFMs arise from adult muscle precursors (AMPs) located in the larval wing imaginal discs. These muscle stem cells are specified during embryogenesis and proliferate in the larval stages to generate thousands of myoblasts [31]. At metamorphosis, the wing disc-associated myoblasts undergo a complex stepwise differentiation process to form multinucleated myofibers organized into bundles containing repeated sarcomere units that drive wing movement in the adult [29, 32]. Using GFP knock-in lines and data mining, we found that TET is expressed in wing disc AMPs and adult flight muscles. Our findings further reveal that TET loss strongly affects IFM formation and AMP numbers in the larval wing disc. However, these phenotypes appear to be largely independent of TET enzymatic activity. Interestingly though, TET catalytic dead mutant flies display mobility defects and signs of premature muscle aging. Moreover, tissue-specific knockdown of TET suggests that its expression is essential both in AMPs and the nervous system for adult mobility. Collectively, our data underscore the significance of TET non-canonical (5mC DNA-independent) functions in regulating muscle development and function.

## Methods

### Fly stocks & crosses

The following *D. melanogaste*r strains were used: *w*^*1118*^ (Bloomington), *Tet*^*null*^*, dTet-Mi (Tet-L-GFP)* [19], *Tet*^*DMAD1*^, *Tet*^*DMAD2*^ [18], *Tet-GFP, Tet*^*CD*^*-GFP* (*Tet*^*CD*^*)* [23], *UAS-RNAi Tet* (BL62280), *control RNAi* (BL36304), *UAS-deGradFP* (BL38421) *UAS-RedStinger* (BL8546), *UAS-mCD8-RFP* (BL27399), *Ubi-GFP, FRT2A* (BL1626), *FRT2A* (BL2024) *kirre-GAL4* (BL66682), *R32D05-GAL4* (BL49712), *nSyb-GAL4* (BL51635) *E(spl)m6-BFM-GAL4* [33], *E(spl)m6-BFM-gapGFP* [34], *Him-GFP* [35]. Unless otherwise specified, crosses and sample collection were performed at 25 °C using classic fly medium (75 g/l organic corn flour, 28 g/l dry yeast, 40 g/l sucrose, 8 g/l agar, 10 ml/l Moldex 20%) with a 12 h dark:light cycle. Mitotic clones were induced using the hsFLP-FRT recombination system [36]. Briefly: *Tet*^*null*^*, FRT2A/TM6B,Tb* males were crossed to *hs-FLP; Ubi-GFP FRT2A* females at 25 °C. Clones were induced in the progeny at 68 ± 4 h after egg laying with a single heat shock at 38 °C for 1 h.

### Immunostaining and confocal imaging

For wing discs immunostaining, wandering third instar larvae were dissected in 1X phosphate-buffered saline (PBS), fixed with 4% formaldehyde in PBS for 30 min, permeabilized in 0.3% Triton X-100-PBS (PBST0.3%) for 30 min and blocked in 1% Bovine Serum Albumin (BSA) 0.1% Triton X-100-PBS (BSA/PBST0.1%) for 1 h. Samples were then incubated overnight at 4 °C with primary antibodies in BSA/PBST0.1%. After three washes of 10 min, samples were incubated for 2 h with secondary antibodies and dyes in PBST0.1% and washed in PBST0.1% three times for 10 min. The samples were mounted in Vectashield for confocal microscopy.

For adult flight muscle immunostaining, adults were anesthetized with FlyNap® (Carolina Biological Supply) and the head, abdomen, wings and legs were removed from the thorax using sharp scissors (Fine Science Tools, No. 15000–02). Thoraces were transferred in 4% PFA in a relaxing solution (20 mM phosphate buffer, pH 7.0; 5 mM MgCl2; 5 mM EGTA, 5 mM ATP) + PBST0.3% and fixed for 30 min at room temperature. Then, thoraces were bisected using a sharp microtome blade (PFM C35, No. 207500003) and fixed again for 20 min. After 3 washes of 5–10 min with PBST0.3%, a standard immunohistochemistry protocol was performed with PBST0.3% for all steps to increase antibody penetration. Primary antibodies were usually incubated over-night at 4 °C, and secondary antibodies for 2 h at room temperature. Stained thorax halves were mounted in Vectashield for confocal microscopy.

For pupal flight muscles, specimens were harvested 0 h after pupal formation (APF) and were left to develop for ~ 96 h before dissection at the pharate stage [37]. The fly was removed from the pupal case before proceeding to thorax isolation and immunostaining as described above for adults.

The following antibodies were used: goat anti-GFP (Abcam ab6673, 1/500), rabbit anti-GFP (Abcam ab6556, 1/500), mouse anti-Fasciclin III (DSHB 7G10, 1/25), rat anti-Kettin (Abcam ab50585, 1/200), mouse anti-Cut (DSHB 2B10, 1/100), rabbit anti-Zfh1 (a kind gift from R. Lehmann, 1/500), rabbit anti-Mef2 (a kind gift from E. Furlong, 1/500), rabbit anti-Twi (a kind gift from K. Jagla, 1/600), mouse anti-Mhc (DSHB 3E8-3D3, 1/50), mouse anti-ATP synthase subunit α (Abcam ab14748, 1/200), mouse anti-α-actinin (DSHB 2G3-3D7, 1/20), rat anti-Elav (DSHB 7E8A10, 1/100) rabbit anti-cleaved Dcp-1 (Cell Signaling Technology #9578, 1/500), mouse anti-Histone H3 phosphoSerine 10 (Abcam #14,955, 1/1000), anti-polyUbiquitin (Sigma-Aldrich FK2, 1/200), donkey anti-rabbit, anti-mouse or anti-goat Alexa Fluor 488 (all from Invitrogen, 1/300), donkey anti-rat or anti-mouse Cy3/Cy5 (Jackson ImmunoResearch, 1/300). Images were acquired using a Zeiss SP8 confocal microscope. For mitochondria observations, images were acquired using a Leica LSM800 confocal microscope with Airyscan. Cell counts were performed with the IMARIS V9.5.0 software. Sarcomere length analyses were performed using MyofibrilJ [38] in Fiji. Neuronal coverage was measured with ImageJ as described for the analysis of tracheal coverage of the midgut [39], but using *nSyb-GAL4*-driven expression of membrane-bound-RFP to label neuronal projections on adult thorax longitudinal sections. Briefly, maximum intensity projections of DLM Z stacks were produced, thresholding was adjusted to ensure the detection of most axonal branches, and the skeleton function was applied. Neuronal coverage was quantified as the number of skeleton pixels divided by DLM surface.

### Micro-computed tomography (µCT) and analysis

The preparation of pupae and adults was performed according to previously published protocols with minor modifications [40]. For adults, flies were anesthetized using CO2 and transferred to 0.5% PBST for 5 min before fixation in Bouin’s solution (5% acetic acid, 9% formaldehyde, 0.9% picric acid; Sigma-Aldrich) for 16–24 h. After several washes in μCT Wash Buffer (0.1 M Na2HPO4, 1.8% sucrose), flies were stained in Lugol’s solution (0.1 N solution of I2KI) for 24–48 h.

The same protocol was used for 96 h APF pupa with a preliminary step to kill the animal and stop the development, which consists of boiling the pupa at 100 °C for 20 s in a heat block, before cooling it to room temperature for 5 min. Then, before adding the fixative, the cuticle of the pupa was poked with a microdissection needle near the anterior and posterior ends to facilitate fixation entry.

After the staining procedure, pupae and adults were washed briefly with water and mounted in a P10 pipette tip filled with water, to allow a 360° sample rotation during scanning. The 3D images were acquired on a Phoenix Nanotom (INRAE, Crouel/Clermont-Ferrand) with a 1 µm pixel size resolution. Image analyses and measurements were performed with IMARIS software, using the surface analysis tool.

### RNA-seq and data analysis

Total RNA was isolated from wing discs of wandering larvae or thoracic flight muscles from 96 h APF pupae dissected in ice-cold PBS, supplemented with RNAlaterTM (Invitrogen) to inactivate RNase, using TrizolTM (Invitrogen) extraction. RNA quality and concentration were assessed with Agilent TapeStation and Qubit devices. Libraries were prepared using Ovation® SoLo RNA-Seq System (Tecan) for *Drosophila* and sequenced by Novogene (Cambridge, UK) on an Illumina Hiseq2000 device (paired-end, 150 bp). Reads were filtered and trimmed to remove adapter-derived or low-quality bases using Cutadapt and checked again with FASTQC. The resulting dataset was deposited on GEO (GSE281163). Illumina reads were aligned to the *Drosophila* reference genome (dm6 Ensembl release 70) with Hisat2. Read counts were generated for each annotated gene using HTSeq-Count. Read normalization, RPKM (Reads Per Kilobase of exon per Megabase of library size), variance estimation and pair-wise differential expression analyses with multiple testing corrections were conducted with an R script using the Bioconductor DESeq2 package. Gene set enrichment analyses were performed with Pangea (PAthway, Network and Geneset Enrichment Analysis) [41], using all the genes expressed (RPKM > 0 in every biological replicate) in the larval wing disc or pupal IFM as a background universe. Enrichment in Gene Ontology terms and Pathways (KEGG, Panther, Reactome) was considered significant for a *p*-value < 0.05 using the Benjamini–Hochberg correction. Predicted protein–protein interaction networks were constructed with STRING (https://string-db.org/) using only experimental and database evidence for connecting nodes and Markov Cluster Algorithm to delineate the main clusters. Publicly available transcriptomic datasets for larval AMPs, pupal and adult IFMs (GSE107247, GSE207241) [38, 42] were analyzed using DESeq2 or RMATS and RATS [43, 44]. Single-cell and single-nuclei RNA-sequencing data for third instar larval wing disc (GSE138626) [45] and adult thorax (GSE227038) [46], respectively, were reanalyzed using the R Seurat v5.2.1 package.

### Western blots

Ten adult thoraces were dissected in ice-cold PBST1% with Protease inhibitor 1X (Roche). Proteins were extracted according to [47]. Briefly, both soluble and insoluble proteins were extracted by first homogenizing the thoraces in PBST1% protease inhibitor 1X before placing them on ice for 10 min. After centrifugation, the supernatant was transferred to a new tube, and a second homogenization was performed on the pellet resuspended in RIPA buffer (5% SDS; 50 mM Tris pH8; 150 mM NaCl; Protease Inhibitor 1X) to extract insoluble proteins. After centrifugation, the second supernatant was pooled with the first one and protein quantification was performed with the DCTM protein assay kit (Biorad) according to the manufacturer’s instructions.

Proteins (50 µg) were diluted in Laemmli sample buffer and denatured at 95 °C for 5 min before being loaded on 4–20% Mini-PROTEAN TGX Stain-Free Gels (BioRad). After migration, proteins were transferred to a nitrocellulose blotting membrane with the BioRad Trans-blot system. Membranes were washed in 1X Tris-Buffered Saline (TBS) and then blocked for 1 h at RT in blocking solution (1X TBS, 10% milk, 0.1% Tween-20). The primary antibodies were diluted in washing buffer (1X TBS, 2% milk, 0.1% Tween-20) and incubated with the membranes overnight at 4 °C at the following concentrations: rabbit anti-Ref(2)P (Abcam ab178440, 1/500), mouse anti-polyUbiquitin (Santa Cruz P4D1, 1/500). Membranes were washed 3 times in washing solution and incubated with the appropriate horseradish peroxidase-conjugated secondary antibodies for 2 h at RT. Detection was performed using the Clarity Western ECL substrate (BioRad) according to the manufacturer’s instructions, and the signals were analyzed with the ChemiDoc MP Imaging System (BioRad).

### ATP quantification assays

Ten adult thoraces were dissected in ice cold PBST1% with Protease inhibitor 1X (Roche). Proteins and ATP were extracted in tissue homogenization buffer (PBS 1X, 100 mM Tris HCl pH8, 4 mM EDTA pH 8, 6 M Guanidine HCl). Samples were incubated at 95 °C for 5 min and centrifuged for 5 min. ATP and protein quantification were performed respectively, with ATP determination kit (Invitrogen) and DCTM protein assay kit (Biorad) according to manufacturer’s instructions. ATP levels were normalized to the amount of proteins.

### mtDNA content analysis

DNA samples were prepared from dissected pupal thoraces at 96 h APF using phenol–chloroform-isoamyl alcohol extraction. QPCRs were performed with SsoFast EvaGreen reagent (BioRad) on a LightCycler 480 Instrument II (Roche Life Science). The following primers were used to amplify mtDNA and gDNA, respectively: *Cyt-b*-F: 5’- CACCTGCCCATATTCAACCAG-3’; *Cyt-b*-R: 5’- TCTTCAACTGGTCGAGCTCC-3’; *Rpl11*-F: 5’-CGAGGGATACCTGTGAGCAGCTT-3’; *Rpl11*-R: 5’-GTCACTTCTTGTGCTGCCATCGT-3’.

### Life span assays

Batches of ~ 10 female adult flies were collected within 8 h of pupal case emergence and transferred every two days to vials containing fresh fly medium. The number of dead flies was recorded every day. A minimum of 100 flies were analyzed per condition.

### Mobility assays

Flight tests were performed as described previously [48]. Around 20 flies were dropped into a 50-cm-long cylinder, covered with a thin layer of oil and divided into 6 zones from top to bottom. The landing height of the flies was then measured. At least 50 flies were scored for each condition. Climbing capacities were assessed using the rapid iterative negative geotaxis (RING) assays [49]. Around 20 flies were transferred to an empty vial and tapped down to induce negative geotaxis. Their progression up the vial was video-recorded and analyzed using Image J. Each vial was tested three times with a 1-min recovery period. The climbing index was measured as the proportion of flies able to climb up to 3 cm in 5 s. At least three vials of flies were scored for each condition. Both climbing and flight tests were performed on flies that had not been anesthetized within the last 24 h.

### Statistical analysis

Violin plots, histograms, volcano plots and GO enrichment dot plots were generated using the R package “ggplot2”. Heatmaps were obtained using the R package Pretty Heatmap (CRAN, pheatmap). Statistical tests were realized with R or Graph Prism 10. Student’s *t*-test was used to compare means between two groups of data, and two-way ANOVA with Tukey’s multiple comparison test was used to compare three or more groups of data. Survival curves were compared using Mantle-Cox log-rank test. Results from flight assays were analyzed using Fisher’s exact test, comparing the repartition of flies between the top and bottom half of the tube in control *versus* test flies. Differences were deemed statistically non-significant with p > 0.05. Statistically significant differences were denoted by * for p < 0.05, ** for p < 0.01, *** for p < 0.001 and **** for p < 0.0001.

## Results

### Tet is expressed in adult flight muscles and their precursors

To investigate the role of *Tet* in regulating flight muscle development, we first examined its expression pattern at the protein level. *Drosophila Tet* encodes two main protein isoforms generated by alternative promoters (Fig. 1A and Supplemental Fig. 1): TET-Long, which resembles the full-length isoforms of vertebrate TET1/3, and TET-Short, which lacks the N-terminal CXXC domain found in the long isoform, making it similar to vertebrate TET2 or the short isoforms of TET1/3. To assess TET expression in adult flight muscles, we employed two GFP reporters: a *Tet-GFP* knock-in where the GFP is inserted in frame with TET C-terminus, revealing the expression of all isoforms, and a GFP trap *(Tet-L-GFP)* inserted before TET-Short ATG, labelling only TET-Long (Fig. 1A). As shown in Fig. 1B-E, immunostaining for GFP in both reporter lines revealed that TET is expressed in the nuclei of the indirect flight muscles (IFM), which display a characteristic fibrillar organization, as well as in the nuclei of the direct flight muscles (DFM), which exhibit a tubular organization. Furthermore, in the larval wing disc, co-immunolabelling with the AMP marker Myocyte enhancer factor 2 (Mef2) and the epithelial marker Fasciclin 3 (Fas3) demonstrated that TET is expressed in AMP nuclei (Fig. 1F, G). Notably, while TET-L-GFP expression was primarily restricted to AMPs in the notum region and to proneural cells in the wing pouch, as previously reported [27], TET-GFP was detected throughout the wing disc, with higher levels in the underlying epithelial cells. This indicates that the TET-Short isoform has a broader expression pattern than TET-Long in this tissue (Fig. 1F, G, and Supplemental Fig. 1).

**Fig. 1:**
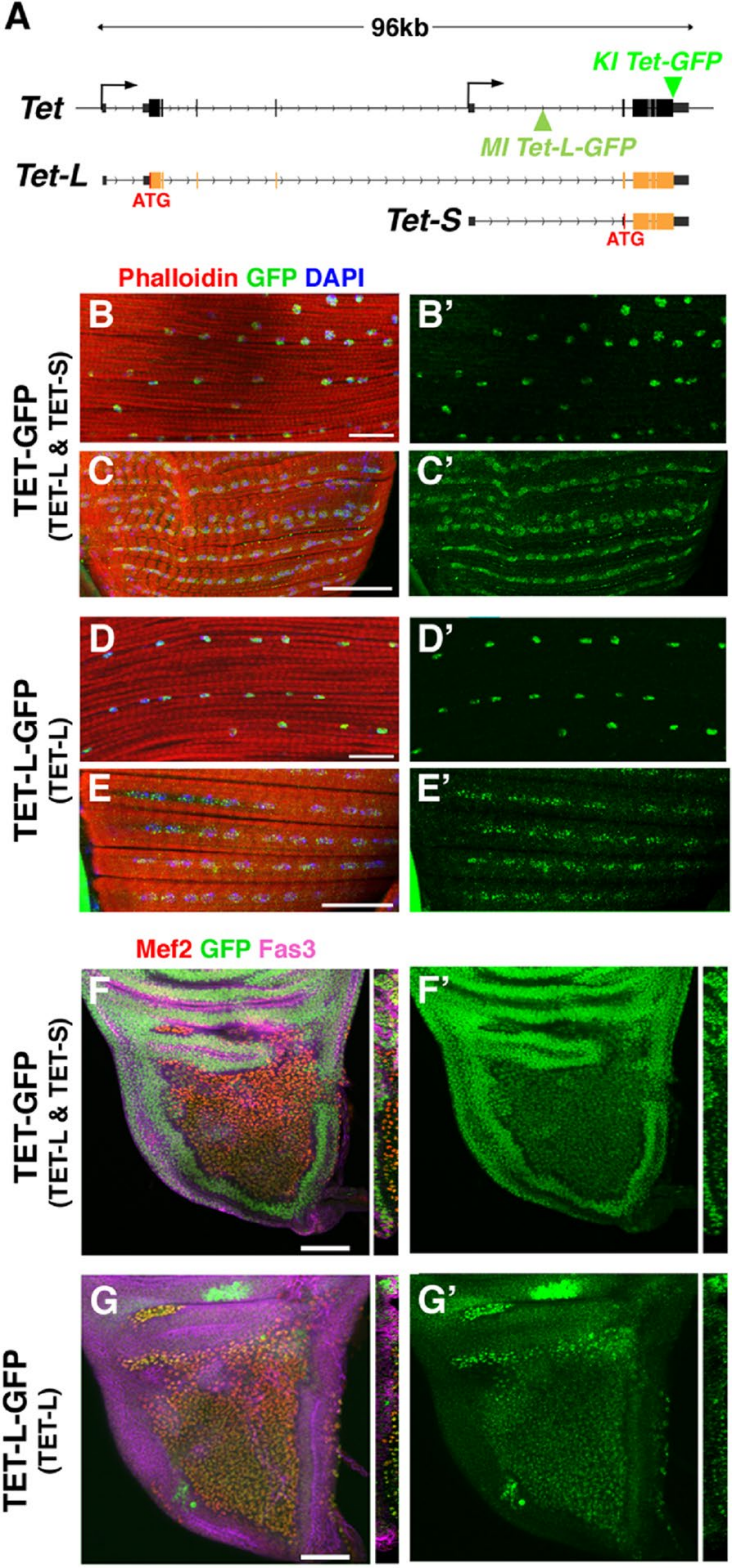
*Tet* is expressed in adult flight muscles and their progenitors. **(A)** Schematic representation of *Tet* gene and its main transcripts. The different exons (black: non-coding; orange: coding) are depicted, as well as the position of the MiMIC insertion (*MI Tet-L-GFP)* [19] and *GFP* knock-in (*KI Tet-GFP)* [23] in the corresponding *Drosophila* lines. The use of two alternate promoters (arrows) leads to the production of distinct mRNAs coding for TET-Long (TET-L) or TET-Short (TET-S). The position of their respective initiation codon (ATG) is shown in red. Of note, the alternative splicing of exon 4 leads to two slightly distinct TET-Long isoforms, and a shorter 3’UTR has been observed for some *Tet-L/Tet-S* transcripts (see Supplemental Fig. 1 for details). The *Tet-L-GFP* line contains a MiMIC insertion with a splice acceptor for an *EGFP-FIAsH-StrepII-TEV-3xFlag* cassette. It allows the incorporation of GFP in TET-Long but not in TET-Short. In *Tet-GFP*, the *GFP* is inserted in frame with the last codon of *Tet*, labelling all isoforms. **(B-E)** Immunostainings against GFP on adult thoraces showing TET-GFP (B, C) or TET-L-GFP (D, E) expression in IFM (B, D) or DFM (C, E). Actin was labelled with phalloidin (red) and nuclei with DAPI (blue). Scale bar: 20 µm. B’-E’: green channel only. **(F, G)** Immunostainings against GFP (green), the AMP marker Mef2 (red) and the epithelial marker Fas3 (magenta) on wing discs of *Tet-GFP* (F) and *Tet-L-GFP* (G) third instar larvae. F’-G’: green channel only. Left panels: top views. Right panels: Z cross sections along the middle part of the notum. Scale bar: 50 µm

To validate these findings and gain further insights into *Tet* expression, we reanalyzed previously published transcriptomic data (Supplemental Fig. 1). A time-course analysis of IFM development revealed that *Tet* expression is highest in third instar larval AMPs and declines as IFM differentiation progresses [38]. Additionally, larval AMPs express similar levels of *Tet-Short* and *Tet-Long* transcripts, while in adult IFM, *Tet-Short* isoforms are more abundant than *Tet-Long* isoforms (Supplemental Fig. 1) [42]. The reexamination of single-cell sequencing data further confirmed that *Tet* is expressed in most AMPs and epithelial cells in third instar larval wing discs [45], as well as in adult thoracic muscles [46]. In summary, *Tet* is expressed throughout IFM development and in mature fibers, with *Tet-Short* isoforms appearing to dominate.

### Tet is required for indirect flight muscle formation

Next, we investigated whether *Tet* loss affects IFM development. While flies homozygous for *Tet*^*null*^ (lacking *Tet* mRNA expression) [19], *Tet*^*DMAD1*^ or *Tet*^*DMAD2*^ (which carry premature stop codons before the TET catalytic domain) [18], die at the pupal stage, a small number of *Tet*^*DMAD1/DMAD2*^ individuals give rise to almost immobile adults, display a “held-out” wing phenotype and die within 72 h after hatching [18, 23]. We thus assessed the organization of the IFM in these escapers as compared to age-matched wild-type flies. Phalloidin-stained histological transverse sections revealed six separated bundles of dorsal longitudinal muscles (DLM) in each hemithorax of wild-type flies (Fig. 2A). In contrast, there was a reduction in DLM numbers in *Tet*^*DMAD1/DMAD2*^ adults (Fig. 2B, C), with 50% of the flies showing fewer than 10 DLM per thorax. A slightly more severe phenotype was observed in *Tet*^*null*^ late pupae (96 h APF) (Supplemental Fig. 2). The reduction in DLM number was also apparent on hemithorax sections (Supplemental Fig. 2). In addition, while unruptured myofibers extending across the thorax were present in *Tet*^*DMAD1/DMAD2*^ escapers, some of them exhibited partially dilacerated myofibrils, suggesting that the myofibers are frail. To directly monitor the DLM in situ in adult flies, we took advantage of microcomputed tomography, a non-invasive imaging technique suitable to analyze Drosophila IFM [40, 50]. Thereby, we found that *Tet* mutants exhibited poorly separated myofibrillar bundles and signs of atrophy, along with a significant reduction in muscle volume (Fig. 2D-F, Supplemental Fig. 2, Supplemental Movie 1 & 2). To assess the impact of TET loss on myofibril organization and sarcomere structure, we stained adult thoracic sections with phalloidin and antibodies against Myosin Heavy Chain (Mhc) and Kettin (also known as Sallimus) to visualize the M-bands and the Z-disc, respectively. Confocal imaging revealed a disorganization of the sarcomeres in ~ 20% of *Tet*^*DMAD1/DMAD2*^ adults, as well as in the rare *Tet*^*DMAD1/null*^ escapers we obtained (Fig. 2G-I). Kettin formed discontinuous aggregates at the Z-disc, which were also present in the cytoplasm and at the sarcomere periphery. Mhc localization was similarly affected, with ectopic accumulation at the Z-disc and the sarcomere periphery. Of note, this phenotype was observed on seemingly intact fibers, suggesting that sarcomere protein delocalization is not a consequence of a loss of tension. Furthermore, *Tet* loss was associated with a significant reduction in sarcomere length, while sarcomere thickness was unchanged (Supplemental Fig. 2). These findings indicate that TET is crucial for the proper growth and organization of the IFM.

**Fig. 2:**
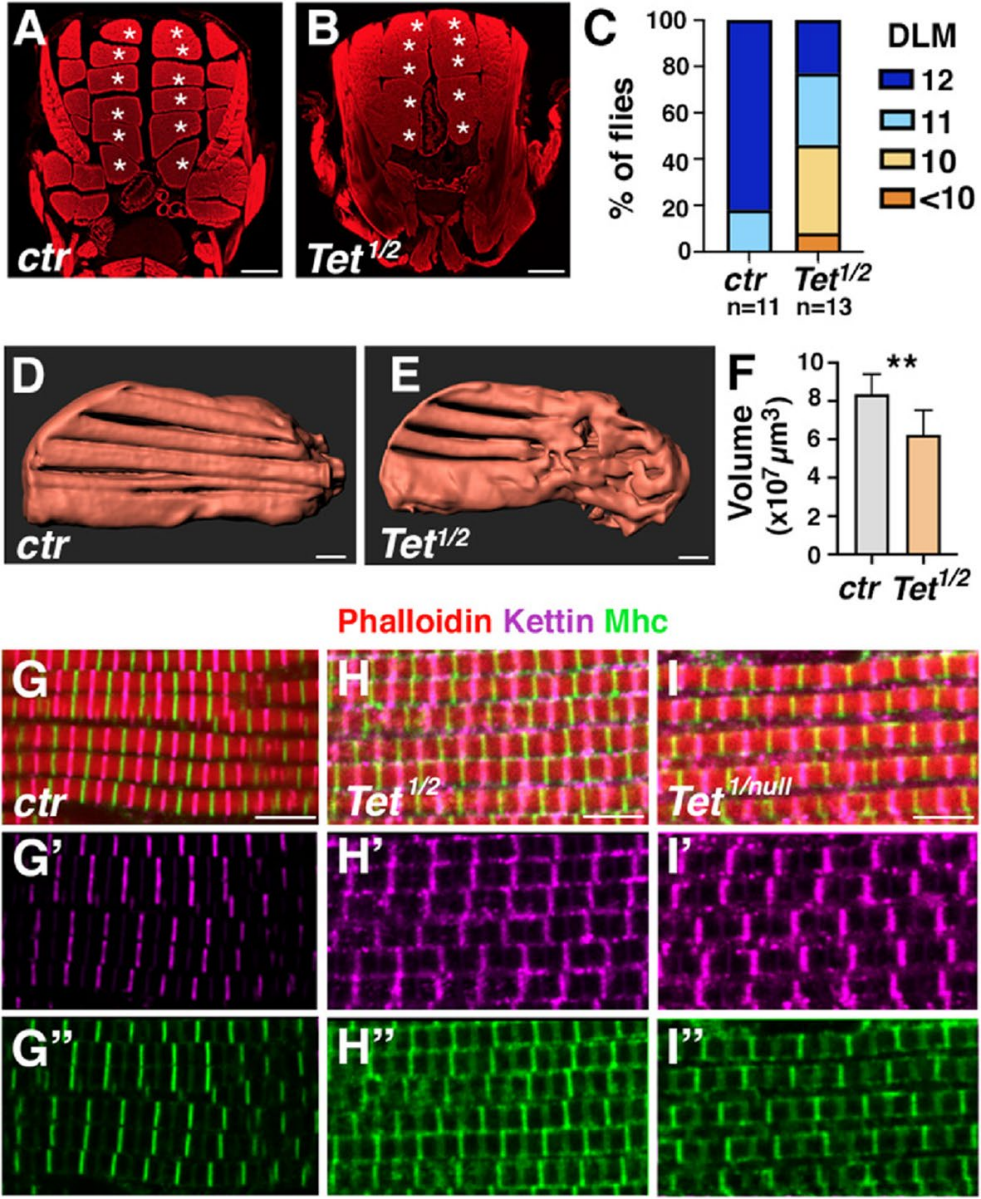
***Tet loss affects IFM formation. (A, B)*** Transverse sections of thoraces of 2-day-old control or *Tet*^*DMAD1/DMAD2*^ (*Tet*^*1/2*^) female flies stained with phalloidin. Individualized DLMs are indicated by a white asterisk. Scale bar: 100 µm. **(C)** Proportion of flies with different numbers of DLM per thorax. The number of flies analyzed for each genotype is indicated at the bottom. **(D, E)** Representative images of DLM 3D reconstruction by microcomputed tomography from whole adult female flies of the indicated genotype. Lateral views; anterior to the left and dorsal to the top. Scale bar: 100 µm. **(F)** Volume of the DLM for each genotype. Data are shown as mean ± SD. ** *P* < 0.01 (Student’s t-test; n = 8 per genotype). **(G-I)** Confocal views of DLM sections stained with anti-Kettin (magenta; G’-I’), anti-Mhc (green; G”-I”) and phalloidin (red) on control (G), *Tet*^*DMAD1/DMAD2*^ (H) *Tet*^*DMAD1/null*^ (I) adult females. Scale bar: 5 µm

### Tet loss strongly affects the IFM gene expression program

To further investigate the molecular defects associated with *Tet* loss, we established the transcriptome of IFM fibers dissected from 96 h APF wild-type and *Tet*^*null*^ pupae (Supplemental Table 1). 

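IFM libraries from 2 *Tet* null and 2 wild-type samples, taken at 96 h APF, were analysed. The authors trimmed the reads with Cutadapt, aligned them to dm6 with Hisat2, counted them per gene with HTSeq-count and deposited RPKM values for 17890 genes. The table holds no read totals, but the spacing of the low values in each column gives the library's scale. At that scale, reads on genes came to 46.7 and 45.4 M in *Tet* null samples 1 and 2 and to 42.4 and 33.3 M in wild-type samples 1 and 2. A single read on a 1-kb gene thus corresponded to an RPKM of 0.0204 to 0.0280. In the same order, 4285, 1833, 3285 and 4801 genes were listed at 0, and the mitochondrial large rRNA *mt:lrRNA* alone took 15.7, 18.8, 19.7 and 7.82% of the reads on genes. Values of log2(RPKM + 0.5) were compared with limma over the 8466 genes with a mean RPKM of at least 0.5 in these 4 libraries, and genes were called at the paper's limits of adjusted *P* and fold change. The limit on low values, the 0.5 added before the logarithm and limma's shared estimate of the spread are the choices that can change the numbers. The median log2 fold change over all genes tested was −0.03. With values simulated at the spread of these libraries, 92% of 200 genes changed 4-fold were called, and 0 of 200 genes changed 2-fold were called. Each simulation changed 200 genes and a set of 30 among 8171. In the libraries, 2268 of 8466 genes had an unadjusted *P* under 0.05 from limma, which makes the adjusted limit less strict. The 0 thus does not give the recovery in these libraries. *Tet* (FBgn0263392, 3L:2786207-2879158 in dm6) stood at 0.312 ± 0.131 RPKM (mean ± SD, n = 2) in *Tet* null and at 2.53 ± 0.684 RPKM (n = 2) in wild-type IFM, a log2 fold change of −1.89 (SE 0.26, adjusted *P* 0.031 from limma).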

We first examined these data by analyzing the top 500 genes with the highest expression levels. Consistent with the previous transcriptomic study of IFM development [38], we observed that in both wild-type and *Tet*^*null*^ samples, these genes were strongly enriched in Gene Ontology terms related to mitochondrial pathways, sarcomere organization or translation (Supplemental Fig. 3; Supplemental Table 2). 

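The 500 genes with the highest mean RPKM were ranked separately for wild-type and *Tet* null IFM, and 424 genes (84.8%) stood in both lists. Of 70 genes for OXPHOS constituents in the table, 65 were among the top 500 of either genotype (one-sided Fisher's exact test, *P* 4.2e-94 in wild type and 3.8e-96 in *Tet* null, with the genes above 0 in either library of the genotype as background). Sarcomere genes made up 18 of 21 in both lists (*P* 2.1e-24 and 5.6e-25), and genes for cytosolic ribosomal proteins 79 of 92 (*P* 8.3e-108 and 1.1e-107). Genes for mitochondrial ribosomal proteins were fewer, 7 of 73 in wild type (*P* 0.0096) and 2 of 73, *mRpL42* and *mRpL52*, in *Tet* null (*P* 0.65). With the top 500 taken among protein-coding genes of the nuclear genome alone, they numbered 11 in wild type (*P* 2.3e-05) and 5 in *Tet* null (*P* 0.071). The background of these *P* values was left unrestricted, which makes them too small for the restricted lists. Leaving out 1 library at a time gave 5 to 7 in wild type and 0 to 3 in *Tet* null. The first 6 places in wild type were transcripts of the mitochondrial genome, led by *mt:lrRNA* at 110499 ± 78512 RPKM (n = 2), *mt:CoI* at 64484 ± 15875 and *mt:CoIII* at 60291 ± 18061. The nuclear genes *Act88F* and *Mlc2* followed at 15575 ± 1281 and 10191 ± 781 RPKM in wild type, against 15304 ± 3869 and 11872 ± 2040 RPKM in *Tet* null. Restricting both lists to protein-coding genes of the nuclear genome changed the shared number most, to 412, as did leaving out wild-type sample 1.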

Also, more than 75% of these genes overlapped with the top 500 expressed genes identified in 90 h APF IFM by Spletter et al*.* [38] (Figure S3). Therefore, our RNA-seq data seem to correctly reflect the transcriptomic state of late-stage developing IFM. 

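Between single libraries, the top 500 shared 445 genes for wild-type samples 1 and 2 and 454 genes for *Tet* null samples 1 and 2, against 410 to 433 genes for the 4 pairs of libraries of different genotypes. Over all genes, Pearson's r of log2(RPKM + 0.5), taken across genes that are not independent replicates, was 0.967 between the wild-type libraries and 0.972 between the *Tet* null libraries. Across the genotypes it lay between 0.927 and 0.939.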

Interestingly, differential expression analysis between wild-type and *Tet*^*null*^ samples revealed that *Tet* loss results in the overexpression of 1110 genes and the downregulation of 534 genes (adjusted *P* < 0.05, fold change > 1.5) (Fig. 3A). Hence, *Tet* loss profoundly alters the IFM gene expression program, with a strong bias toward gene activation. 

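Of the 8466 genes tested, 466 were higher and 236 lower in *Tet* null IFM at adjusted *P* under 0.05 and a fold change over 1.5, and 2268 genes had an unadjusted *P* under 0.05. These numbers moved most when no limit was set on low values, to 43 genes higher and 49 lower over 16521 genes. In each of the 702 genes, all values of one genotype lay above all values of the other, a split that chance alone gives in 33% of genes with 2 samples against 2, and that the selection of called genes favours. The largest rises were those of *CG18180* (FBgn0036024, 3L:9641013-9641913), at 93.7 ± 3.77 against 1.03 ± 0.959 RPKM (n = 2 each, log2 fold change 6.10, SE 0.50, adjusted *P* 0.020), *LysP* (FBgn0004429, 3L:1218082-1218696), at 45.4 ± 46.1 against 0.367 ± 0.390 RPKM (5.30, SE 0.92, adjusted *P* 0.045), and a snoRNA gene (FBgn0263472, 2R:13557700-13557850), at 34.1 ± 8.34 against 0.550 ± 0.532 RPKM (5.12, SE 0.43, adjusted *P* 0.020). The last of these was also higher in *Tet-GFP* than in wild-type IFM, with a log2 fold change of 6.57. For *LysP*, leaving out 1 library at a time gave log2 fold changes of 4.02 to 6.58. The largest falls were those of *CG14147* (FBgn0036112, 3L:10972648-10973476), at 0.498 ± 0.212 against 105 ± 19.4 RPKM (log2 fold change −6.73, SE 0.28, adjusted *P* 0.018), *CG13049* (FBgn0036592, 3L:16281132-16281930), at 0.746 ± 0.469 against 109 ± 23.8 RPKM (−6.49, SE 0.36, adjusted *P* 0.018), and *CG32548* (FBgn0052548, X:18435719-18440581), at 0.224 ± 0.00852 against 55.5 ± 5.08 RPKM (−6.27, SE 0.20, adjusted *P* 0.013). All 3 were also lower in *Tet-GFP* than in wild-type IFM, with log2 fold changes of −6.00, −5.37 and −5.41, and against *Tet-GFP* the log2 fold changes in *Tet* null were −0.73, −1.12 and −0.87.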

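Genes with higher expression made up 66.4% of the 702 genes called. With the spread estimated over all 4 IFM groups (wild type, *Tet* null, *Tet* CD and *Tet-GFP*), 240 genes were higher and 247 lower, and with limma's treat, which tests against the 1.5-fold limit itself, 51 were higher and 48 lower. Against the *Tet-GFP* line as a second control, 436 of the 466 genes higher than in wild type rose by more than 1.5-fold, and 160 of the 236 lower genes fell by more than 1.5-fold. This second comparison uses the same *Tet* null libraries as the first, which favours a shared direction. A single gene, *CG1208*, named here because it was the one that passed, was called in this second comparison, in which 2230 genes had an unadjusted *P* under 0.05. Between *Tet-GFP* and wild type, libraries that share the wild-type samples with the first comparison, 87 of the 466 higher genes and 149 of the 236 lower genes differed by more than 1.5-fold in the same direction. From both of its numbers, the paper concludes that loss of *Tet* strongly alters the IFM program, and from the larger number of genes with raised expression that activation prevails.

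**Figure D1:**
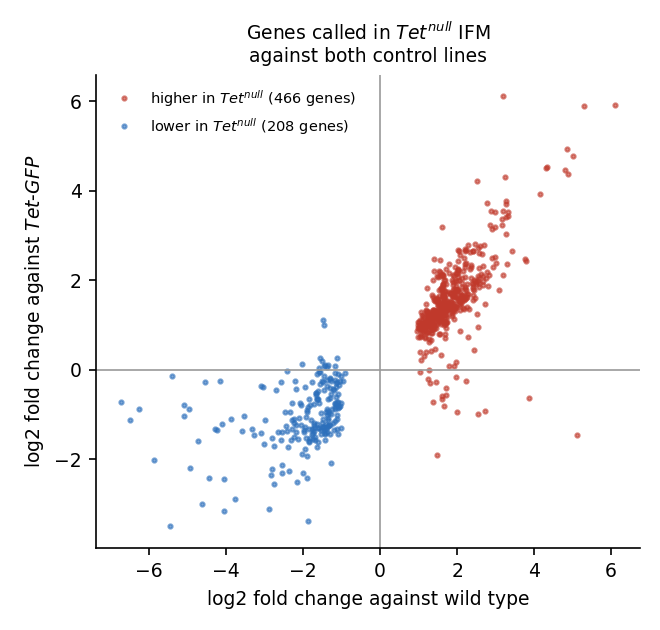
Log2 fold change in *Tet* null IFM against *Tet-GFP* (vertical axis) and against wild type (horizontal axis) for the 674 called genes that were tested in both comparisons, 2 libraries per genotype, each point 1 gene. Across these genes, which are not independent replicates, Pearson's r was 0.86. Both axes use the same *Tet* null libraries and the genes were chosen on the horizontal axis, which favours a positive r.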

Notably, approximately 59% of the upregulated genes are expressed at low levels (Q4 and Q3) in wild-type conditions, compared to only ~ 9% of the downregulated genes (Fig. 3B). In contrast, about 19% of the upregulated genes are expressed at high levels (Q1 quartile), while ~ 66% of the downregulated are highly expressed. These results suggest that *Tet* loss primarily activates genes with low basal expression and dampens those with high expression levels.

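Quartiles were set by the mean wild-type RPKM over the 11958 genes above 0 in all 4 libraries, with Q1 the highest. Of the 445 genes with raised expression in *Tet* null that fell in them, 265 (59.6%, 95% confidence interval 54.9 to 64.0) lay in Q3 and Q4 and 62 (13.9%, 11.0 to 17.5) in Q1. Of the 226 genes with lowered expression, 1 (0.442%, 0.0782 to 2.46) lay in Q3 and Q4 and 156 (69.0%, 62.7 to 74.7) in Q1. The ranking uses the same wild-type values that enter the fold change. Genes under the limit on mean RPKM were ranked but not tested. A gene called lower thus needed a wild-type mean above that limit. The constant added before the logarithm also shrinks falls from low values. The share of lowered genes in Q3 and Q4 is therefore partly set by these choices. With all genes above 0 in every sample tested, it was 10.6% (26 of 246, all in Q3), against 68.2% (377 of 553) for raised genes. With quartiles of the mean over both genotypes, 21.8% of the genes with raised expression lay in Q3 and Q4 and 33.7% in Q1, and of the genes with lowered expression 9.73% and 51.8%.

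**Figure D2:**
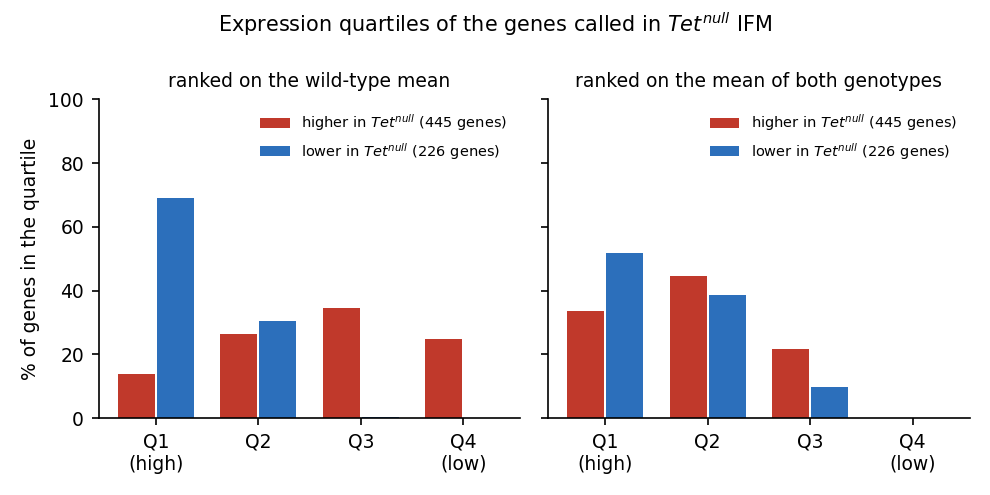
Share of called genes (percent, vertical axis) in each expression quartile (Q1 high to Q4 low, horizontal axis), for genes with higher and lower expression in *Tet* null IFM. The left panel ranks genes by their wild-type mean and the right panel by the mean of both genotypes, 2 libraries per genotype.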

**Fig. 3:**
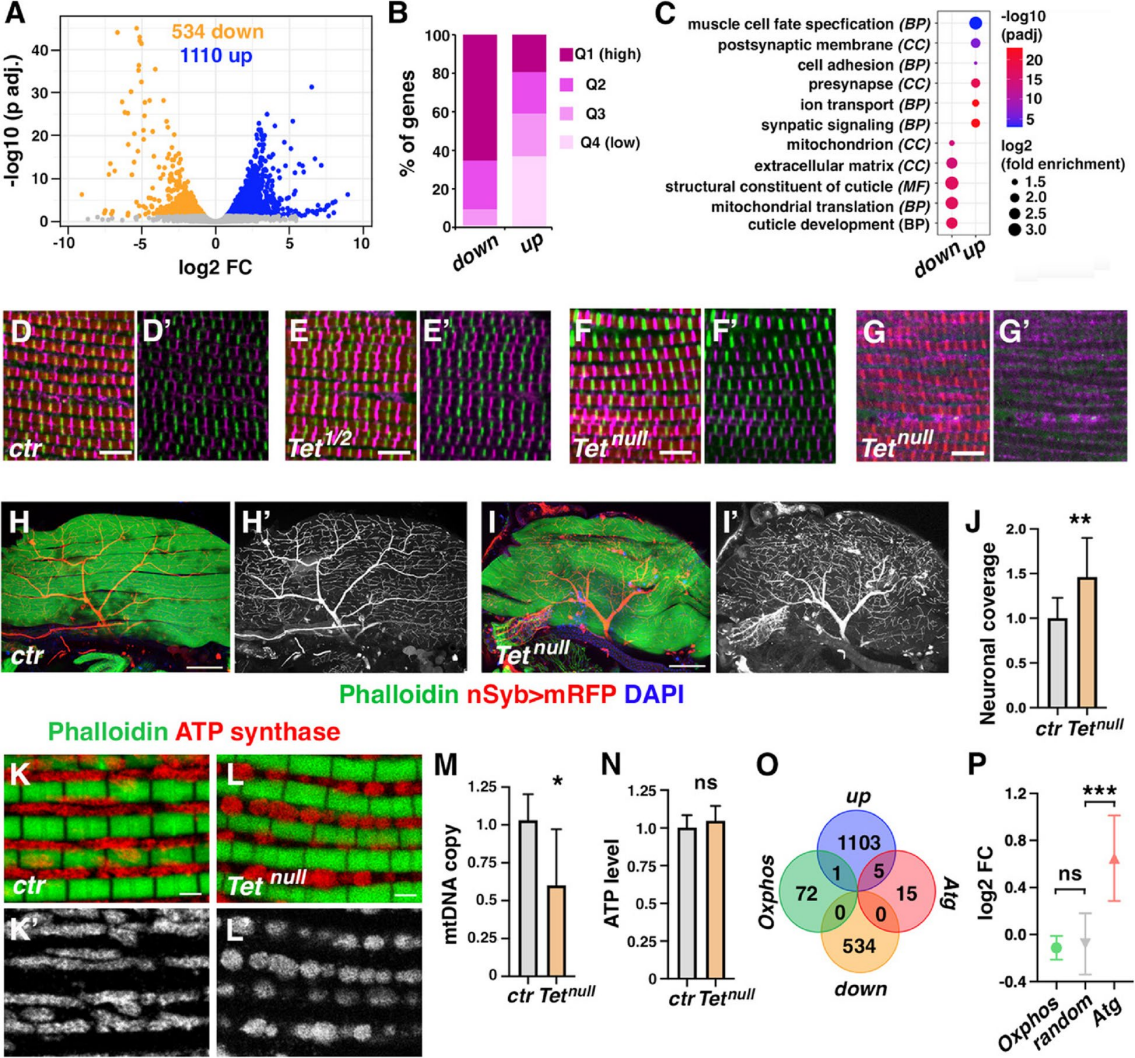
*Tet* is essential for proper gene expression in developing IFM. **(A)** Volcano plot illustrating differentially expressed genes (DEG, adjusted *P* < 0.05, fold change > 1.5) between wild-type and *Tet*^*null*^ conditions as determined by RNA-seq on dissected IFM at the pharate stage. **(B)** Distribution of differentially expressed genes according to their expression quartiles (Q1- > Q4: high—> low expression levels). **(C)** Representative Gene Ontology (GO) categories over-represented among the genes down or upregulated in *Tet*^*null*^ IFM. BP: biological process; CC: cellular component; MF: molecular function. **(D-G)** Confocal views of DLM sections stained with anti-Kettin (magenta), anti-Mhc (green) and phalloidin (red) on control (D), *Tet*^*DMAD1/DMAD2*^ (E), and *Tet*^*null*^ (F, G) 96 h APF pupae. Scale bar: 5 µm. D’-G’: anti-Kettin (magenta), anti-Mhc (green) channels. **(H, I)** Lateral sections of thoraces of control or *Tet*^*null*^ pupae expressing an mRFP protein in neurons (red; *nSyb-GAL4, UAS-mCD8-RFP*), stained with phalloidin (green) and DAPI (blue). Scale bar 100 µm. H’, I’: Red channel only. **(J)** Quantification of neuronal coverage over the DLM**.** ** *P* < 0.01 (Student’s t-test; n ≥ 10 for each genotype). **(K, L)** Confocal views of DLM sections stained with anti-αATP synthase (red) and phalloidin (green) in control (F) or *Tet*^*null*^ (G) pharate pupae. Scale bar: 1 µm. (G’, H’): red channel only. **(M)** Mitochondrial DNA copy number quantification. mtDNA and gDNA contents were measured by qPCR in control or *Tet*^*null*^ IFM. The data are normalized to the control and represent the average ± SD of 6 independent experiments. * *P* < 0.05 (Student’s t-test). **(N)** Quantification of ATP production in control or *Tet*^*null*^ IFM. ns: non-significant (Student’s t-test; n = 4 per genotype).** (O)** Venn diagram showing the overlap between up- or downregulated genes in *Tet*^*null*^ IFM and genes coding for Atg proteins or the Oxphos constituents.** (P)** Differential expression of genes coding for Oxphos constituents, Atg proteins or a random set of genes between *Tet*^*null*^ and wild-type IFM. Means of log2 fold change (log2FC) and 95% confidence intervals are shown. *** *P* < 0.0001 (Mann–Whitney test)

Gene ontology and Reactome/KEGG pathway enrichment analyses revealed that upregulated genes were strongly enriched in categories related to synapse organization and signaling and, to a lesser extent, muscle cell fate determination and muscle contraction (Fig. 3C; Supplemental Table 3). This suggests an increased expression of pre- and post-synaptic genes and potentially in the production of neuromuscular junctions, which is known to peak during the late pupal stage [38]. In contrast, downregulated genes were predominantly associated with cuticle formation, extracellular matrix organization, and mitochondrial function (Fig. 3C), the latter being critical for IFM maturation [51]. 

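For a list of 28 presynaptic genes, all tested, the mean log2 fold change in *Tet* null IFM was 1.73, with 27 of 28 genes rising (limma's camera, adjusted *P* 6.4e-17 over all sets). Of these genes, 21 were called higher and 0 lower, and 25 had an adjusted *P* under 0.05 when adjusted over the list alone. Leaving out 1 library at a time, the set mean lay between 1.61 and 1.85. When camera estimated the correlation between genes from these 4 libraries, in place of its value of 0.01, the adjusted *P* of the set was 0.450. Single genes with large rises were *nSyb*, *Snap25* and *Syt1*, with log2 fold changes of 2.76, 2.73 and 2.55 (SE 0.21, 0.19 and 0.25). Against *Tet-GFP*, the mean of the same genes was 1.36 (28 of 28 rising, adjusted *P* 7.1e-08), and the libraries of that line differed from each other by 1.09 in their set means.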

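Of 42 genes for neurotransmitter receptors in the table, 22 were expressed highly enough to be tested. All 22 rose, by a mean log2 fold change of 1.44 (camera, adjusted *P* 2.6e-12), and 14 were called higher, among them *Rdl*, *GluClalpha* and 7 nicotinic acetylcholine receptor subunits. Markers of neuronal identity rose by a mean of 1.68 (10 of 11 genes, adjusted *P* 7.5e-07), with *para*, *futsch* and *Appl* among the 7 called. Glial markers rose by 1.62 (7 of 7 genes, adjusted *P* 0.00018). The transcript of *elav*, whose product marks neuron nuclei, had a log2 fold change of 0.18.

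**Figure D3:**
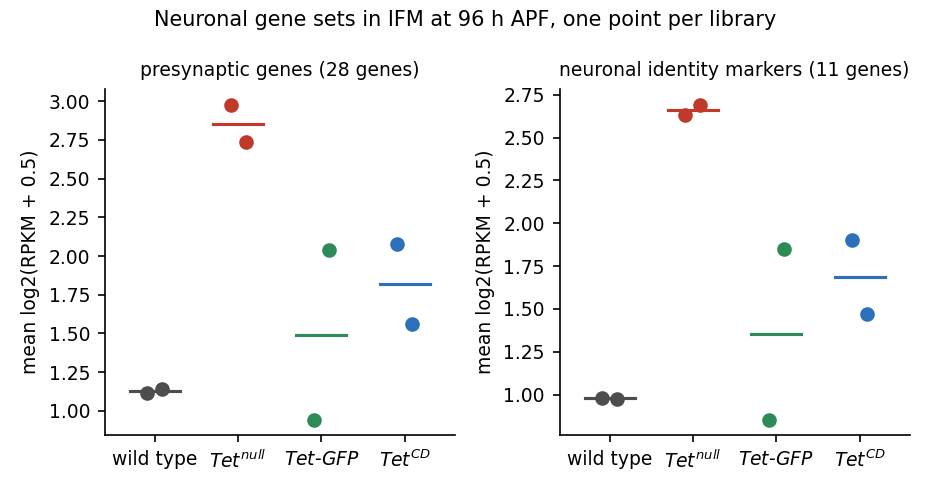
Mean log2(RPKM + 0.5) of 28 presynaptic genes and of 11 neuronal identity markers (vertical axis) in each of the 8 IFM libraries (horizontal axis, grouped by genotype), each point 1 library. The presynaptic mean was 2.98 and 2.73 in *Tet* null, 1.12 and 1.14 in wild type, 2.08 and 1.56 in *Tet* CD, and 0.94 and 2.04 in *Tet-GFP* libraries.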

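Of 121 genes for cuticle proteins, 37 were tested in IFM, and their mean log2 fold change in *Tet* null was −1.72, with 33 of 37 genes falling (adjusted *P* 2.5e-08). Of these, 10 were called lower (*Ccp84Ag*, *Cpr30B*, *Cpr30F*, *Cpr51A*, *Cpr64Ab*, *Cpr64Ac*, *Cpr64Ad*, *Cpr76Bb*, *Cpr92A* and *Twdlbeta*) and 1 higher (*Cpr65Ax2*), and 17 had an adjusted *P* under 0.05 over the list alone. Set means were 1.82 and 1.58 in the *Tet* null libraries and 3.04 and 3.80 in the wild-type libraries. With camera's correlation estimated from these libraries, the set did not pass an adjusted *P* of 0.05. Cuticle genes were also lower in *Tet-GFP* than in wild-type IFM, by a mean of −1.15 (31 of 36 genes falling, adjusted *P* 8.3e-08), and in *Tet* null they fell by 0.74 on the log2 scale against *Tet-GFP* (24 of 31 genes, adjusted *P* 0.020). Genes for cytosolic ribosomal proteins fell by 0.43 (82 of 84 genes, adjusted *P* 1.2e-07), and 1 of them, *RpS10a*, was called lower. Their set means were 7.22 and 6.96 in the *Tet* null and 7.46 and 7.58 in the wild-type libraries. In the *Tet-GFP* libraries they were 7.14 and 7.28, also below wild type and overlapping with *Tet* null.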

To further understand the impact of TET loss on IFM, we examined the predicted direct (physical) or indirect (functional) interactions among proteins encoded by the differentially expressed genes using the STRING database [52]. For upregulated proteins, we observed a dense interaction network, with key nodes centered around neurotransmitter reception, synaptic components, and neddylation (Supplemental Fig. 4). Similarly, downregulated proteins formed functional complexes, pointing to a disruption in mitochondrial translation and splicing (Supplemental Fig. 4). In both cases, interactions between components of the network were significantly enriched, with 2.7-fold and 2.3-fold more edges than expected, respectively (*P* < 10^–16^). These findings suggest that *Tet* loss disrupts the expression of functionally related coding genes in the IFM.

**Fig. 4:**
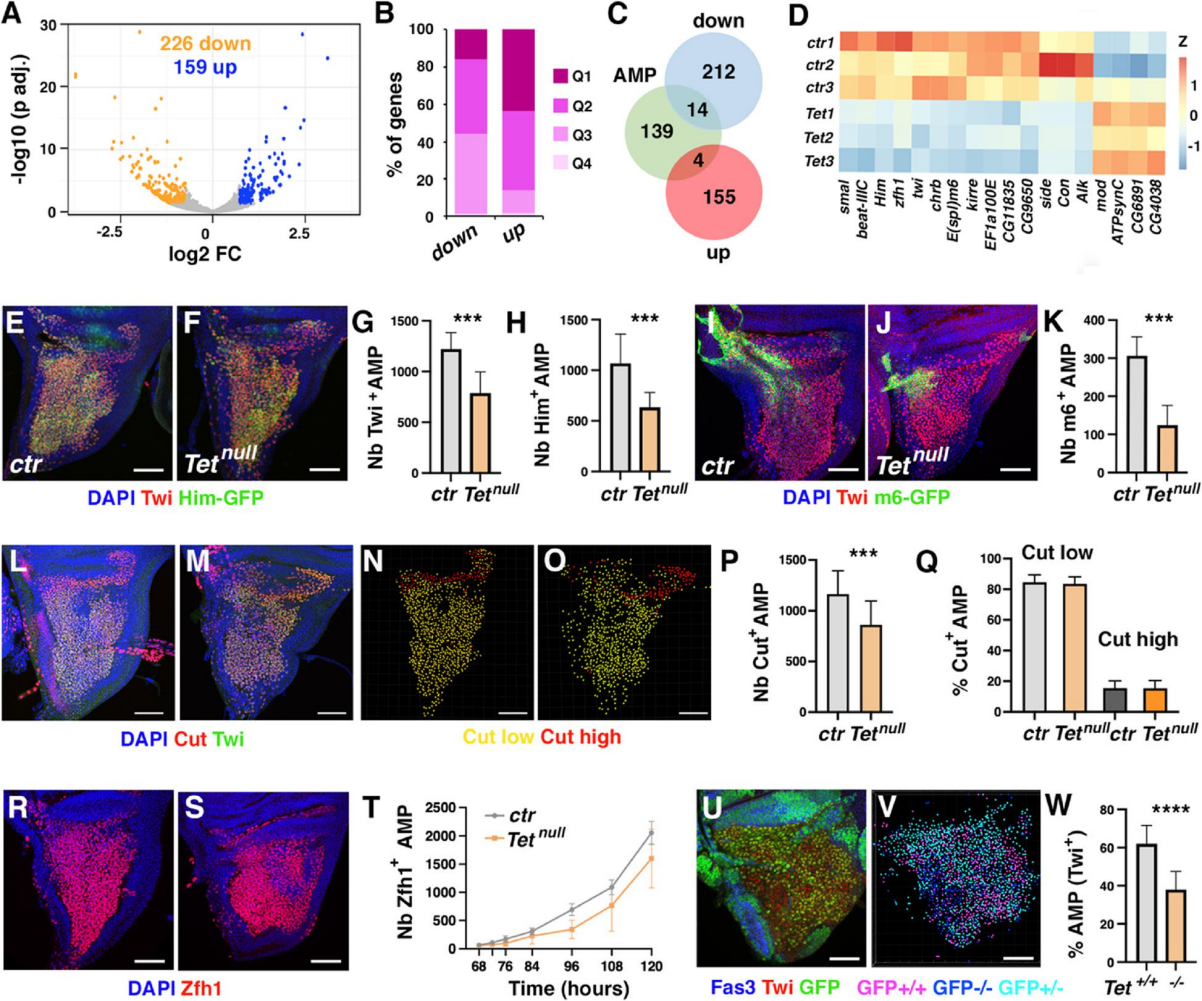
TET regulates AMP numbers. **(A)** Volcano plot illustrating differentially expressed genes (adjusted *P* < 0.05, fold change > 1.5) between wild-type and *Tet*^*null*^ conditions as determined by RNA-seq on third instar larval wing discs. **(B)** Distribution of differentially expressed genes according to their expression quartiles (Q1- > Q4: high—> low expression levels). **(C)** Venn diagram showing the overlap between AMP-specific markers (from single-cell RNA-seq experiment on larval wing discs [45]) and up or downregulated genes in *Tet*^*null*^ wing discs. **(D)** Heatmap showing the expression of the AMP markers affected by TET loss in control (*ctr1, 2, 3*) or *Tet*^*null*^ (*Tet1, 2, 3*) conditions. **(E, F)** Immunostainings revealing the expression of Him-GFP (green) and Twi (red) in the notum region of control (E) or *Tet*^*null*^ (F) third instar larval wing discs. Nuclei were stained with DAPI (blue). Scale bar 50 µm. **(G, H)** Quantification of the number of Twi^+^ (G) or Him-GFP^+^ (H) AMPs. *** *P* < 0.0001 (Student’s t-test; n ≥ 15 for each genotype). **(I, J)** Immunostainings revealing the expression of E(spl)m6-BFM-GFP (green; m6-GFP) and Twi (red) in the notum region of control (I) or *Tet*^*null*^ (J) third instar larval wing discs. Nuclei were stained with DAPI (blue). Scale bar 50 µm. **(K)** Quantification of the number of m6-GFP^+^ AMPs. *** *P* < 0.0001 (Student’s t-test; n ≥ 21 for each genotype). **(L, M)** Immunostainings against Cut (red) and Twi (green) in the notum region of control (L) or *Tet*^*null*^ (M) third instar larval wing discs. Nuclei were stained with DAPI (blue). Scale bar 50 µm. **(N, O)** Corresponding 3-D Imaris-based visualization of the Cut^High^ (red) and Cut^Low^ (yellow) AMP. **(P, Q)** Quantifications of the number of Cut^+^ AMPs (P) and of the proportion of Cut^Low^ *versus* Cut^High^ AMPs (Q). *** *P* < 0.0001 (Student’s t-test; n = 13). **(R, S)** Immunostainings against Zfh1 (red) in the notum region of control (L) or *Tet*^*null*^ (M) third instar larval wing discs. Nuclei were stained with DAPI (blue). Scale bar 50 µm. **(T)** Number of Zfh1^+^ AMPs in control or *Tet*^*null*^ wing discs at different points of larval development. Mean and SD are represented. **(U)** Confocal image showing GFP (green), Twi (red) and Fas3 (blue) expression in the wing disc of *hs-FLP; Tet*^*null*^*,FRT2A/FRT2A,Ubi-GFP* third instar larva carrying clones of *Tet*^*null*^ (GFP^−/−^) or *Tet*^+*/*+^ (GFP^+/+^) cells. Scale Bar 50 µm. **(V)** Corresponding 3-D Imaris-based visualization of the different AMPs (Twi^+^ cells) according to their genotype. **(W)** Quantification of the proportion of wild-type *versus Tet*^*null*^ AMPs. **** *P* < 0.0001 (Student’s t-test; n = 34)

Furthermore, reminiscent of the sarcomere defects observed in the *Tet* mutant, several genes encoding proteins involved in sarcomere assembly or maintenance were deregulated (Supplemental Table 1). 

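For a list of 21 sarcomere genes, the mean log2 fold change in *Tet* null IFM was 0.02 (8 of 21 genes rising, adjusted *P* 0.87). None of the 21 was called, and 3 had an unadjusted *P* under 0.05. The set means were 9.02 and 8.88 in the *Tet* null libraries and 8.86 and 9.00 in the wild-type libraries, so that the shift was smaller than the distance between replicates.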

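Transcripts of *tmod*, *tn* and *mbl* were higher in both *Tet* null libraries than in both wild-type libraries, and none of the 3 passed the adjusted limit. *tmod* (FBgn0082582, 3R:30532607-30578905) stood at 41.3 ± 5.75 against 9.86 ± 5.88 RPKM (n = 2 each, log2 fold change 2.13, SE 0.47, adjusted *P* 0.066), and leaving out 1 library at a time gave log2 fold changes of 1.52 to 2.75. *tn* (FBgn0265356, 2R:18987344-19008944) stood at 151 ± 12.0 against 65.0 ± 5.74 RPKM (1.21, SE 0.24, adjusted *P* 0.054), and *mbl* (FBgn0265487, 2R:17216549-17379376) at 4.93 ± 0.545 against 2.30 ± 0.0274 RPKM (0.95, SE 0.19, adjusted *P* 0.055). Against *Tet-GFP*, their log2 fold changes were 2.79, 1.43 and 1.14.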

Notably, the F-actin regulator Tropomodulin (Tmod) [53], the Z-disc-associated E3 ubiquitin ligase Thin (Tn) [54], and the RNA-binding protein Muscleblind (Mbl) [55] were upregulated. Conversely, Sarcomere length short (Sals), an antagonist of Tmod in thin filament elongation [56, 57], the Z-disc constituents CG1674 [58] and Bicoid stability factor (Bsf) [59], as well as the myosin filament-associated proteins Projectin (encoded by *bent*) [60] and Unc-45 [61] were downregulated. 

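All 5 transcripts, which the paper chose as lower from these same libraries, were lower in both *Tet* null libraries than in both wild-type libraries, with adjusted *P* above 0.05. *bsf* (FBgn0284256, 2L:18449517-18454587) stood at 8.00 ± 0.509 against 20.1 ± 6.46 RPKM (n = 2 each, log2 fold change −1.24, SE 0.30, adjusted *P* 0.081), and *unc-45* (FBgn0288846, 3R:8033301-8037403) at 3.54 ± 0.488 against 8.44 ± 5.26 RPKM (−1.01, SE 0.47, adjusted *P* 0.25). For *unc-45*, leaving out 1 wild-type or *Tet* null library moved the log2 fold change between −1.65 and −0.38. *sals* (FBgn0051374, 3R:11437547-11451791) had a log2 fold change of −0.84 (23.5 ± 3.80 against 43.0 ± 11.0 RPKM, SE 0.30, adjusted *P* 0.17), as did *CG1674* (FBgn0039897, 4:230730-245903, 132 ± 15.1 against 236 ± 34.8 RPKM, SE 0.26, adjusted *P* 0.13). *bt* (FBgn0005666, 4:724400-776474), which encodes Projectin, stood at 330.1 ± 33.5 against 561 ± 35.4 RPKM (−0.77, SE 0.23, adjusted *P* 0.13), and at −0.37 against *Tet-GFP*. Of the 5 genes, 4 fell by more than 1.5-fold against *Tet-GFP*, and none was called there.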

We also observed a downregulation of genes encoding the transcription factors Chorion factor 2 (Cf2) and Zn finger homeodomain 1 (Zfh1), along with Sphingosine-1-phosphate lyase (Sply), all of which are essential for IFM development [50, 62–64]. Accordingly, we assessed whether sarcomere organization was already affected in *Tet* mutant pupae. 

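Of the 3 genes, *Sply* (FBgn0010591, 2R:17088441-17091958) was called, at 2.11 ± 0.401 RPKM in *Tet* null against 7.77 ± 0.958 RPKM in wild type (n = 2 each, log2 fold change −1.67, SE 0.22, adjusted *P* 0.030). In *Tet-GFP*, *Sply* was also lower than in wild type, with a log2 fold change of −1.16, and between *Tet* null and *Tet-GFP* it was −0.51. *zfh1* (FBgn0004606, 3R:30765926-30789202) stood at 3.98 ± 0.474 against 7.75 ± 0.402 RPKM (−0.88, SE 0.20, adjusted *P* 0.073), and with the spread estimated over all 4 IFM groups its adjusted *P* was 0.045. *Cf2* (FBgn0000286, 2L:4876891-4883107) stood at 6.23 ± 0.0474 against 11.1 ± 0.461 RPKM (−0.78, SE 0.20, adjusted *P* 0.089).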

Immunostainings on hemithorax sections showed that Mhc and Kettin localization was similar to the wild-type in *Tet*^*DMAD1/DMAD2*^ pupae and the majority of the *Tet*^*null*^ mutants (Fig. 3D-F), while ~ 30% of *Tet*^*null*^ pupae presented abnormal fibers with low expression and delocalization of Mhc and Kettin proteins **(**Fig. 3G). This severe phenotype may reflect a defect in sarcomere assembly, or may be caused by muscle degeneration*.*

Since many synaptic genes were upregulated in TET absence, we analyzed DLM innervation using the pan-neuronal driver *nSyb-GAL4* and a *UAS-mCD8-RFP* reporter. As already described [65, 66], in wild-type pharate pupae, the posterior dorsal mesothoracic nerve extended into the DLM from the ventral side and defasciculated into evenly spaced neuronal branches, projecting both anteriorly and posteriorly (Fig. 3H). In contrast, *Tet*^*null*^ thoraces displayed a highly disorganized innervation pattern, with reduced primary branching and convoluted higher-order branches (Fig. 3I), which resulted in a significant increase in neuronal coverage of the DLM (Fig. 3J), indicating that *Tet* is essential for proper DLM innervation.

Furthermore, as our transcriptomic analysis indicates that *Tet* loss impairs mitochondrial ribosome gene expression, we investigated whether it affects mitochondrial production or function. 

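Of 73 genes for mitochondrial ribosomal proteins, 72 were tested, and 71 of them fell in *Tet* null IFM, with a mean log2 fold change of −0.84 (adjusted *P* 4.2e-13). The genes called lower were *mRpL13*, *mRpL15*, *mRpL21*, *mRpL36*, *mRpL37*, *mRpL50* and *mRpL55*, none was called higher, 36 genes had an unadjusted *P* under 0.05, and 11 passed when adjusted over the list alone. The fits that each left out 1 library gave set means of −1.08 to −0.61. When camera estimated the correlation between genes from these libraries, the set did not pass an adjusted *P* of 0.05. Against *Tet-GFP*, the mean was −0.78 (adjusted *P* 5.1e-11, 71 of 72 genes falling), while between *Tet-GFP* and wild type it was −0.06 (adjusted *P* 0.63).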

Immunostaining against α-ATP synthase revealed that, in wild-type pupae IFM, mitochondria were densely packed, ellipsoid, and arranged around individual myofibrils. However, in the absence of TET, mitochondria appeared smaller and rounder (Fig. 3K, L). To determine whether this disorganization was linked to a reduced mitochondrial amount, we quantified mitochondrial DNA (mtDNA) content by qPCR. Our results suggest a slight decrease in mtDNA content upon *Tet* loss (Fig. 3M), potentially indicating reduced mitochondrial biogenesis. However, ATP production in dissected thoraces remained unchanged, suggesting that oxidative phosphorylation (OXPHOS) synthesis and activity were not impaired (Fig. 3N). 

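Of 70 genes for OXPHOS constituents found in the table, 68 were tested, with a mean log2 fold change of −0.11 (60 of 68 genes falling, adjusted *P* 0.086). *ND-B8* (FBgn0040705, 2L:4454626-4455207) was the gene called, and also the single gene with an unadjusted *P* under 0.05. It stood at 3.19 ± 0.501 RPKM in *Tet* null against 0.261 ± 0.198 RPKM in wild-type IFM (n = 2 each, log2 fold change 2.29, SE 0.26, adjusted *P* 0.028), and against *Tet-GFP* its log2 fold change was 1.69. Leaving out 1 library at a time, the set mean lay between −0.22 and −0.01.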

Consistently, the expression of the 73 genes encoding OXPHOS chain components was largely unaffected by *Tet* loss, except for *ND-B8,* which was strongly upregulated (Fig. 3O). The altered mitochondrial morphology may result from dysregulation of the autophagy pathway, a key regulator of mitochondrial network organization [67]. Supporting this hypothesis, 5 out of the 20 genes encoding Atg proteins, including Atg1 or the LC3 homolog Atg8a, were significantly upregulated in TET absence (Fig. 3O). 

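Of the 20 *Atg* genes, 17 were expressed highly enough to be tested. *Atg1* (FBgn0260945, 3L:12784429-12805116) was called higher, at 12.1 ± 1.32 against 2.92 ± 0.673 RPKM (n = 2 each, log2 fold change 1.90, SE 0.24, adjusted *P* 0.029), and so was *Atg101* (1.35, SE 0.19, adjusted *P* 0.035). *Atg8a* (FBgn0052672, X:10764878-10768338) stood at 84.7 ± 7.79 against 45.4 ± 0.994 RPKM and was not called (0.89, SE 0.23, adjusted *P* 0.094). None of the 17 was called lower, 8 had an unadjusted *P* under 0.05, and 5 passed when adjusted over the list alone.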

Additionally, the overall expression of the *Atg* gene family increased, whereas OXPHOS gene expression remained unchanged relative to a random gene set (Fig. 3P). These findings suggest that the disruption of the mitochondrial network in IFM may stem from enhanced autophagy gene expression, as shown for *Atg1* overexpression [68].

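As a set, the *Atg* genes rose by a mean log2 fold change of 0.53 in *Tet* null against wild type, with 15 of 17 genes rising (camera, adjusted *P* 0.0032), and by 0.49 against *Tet-GFP* (15 of 18 genes, adjusted *P* 0.0080). Leaving out 1 library at a time gave set means of 0.41 to 0.66. With the correlation between genes estimated from the libraries, the adjusted *P* of the *Atg* set was 0.565 and that of the OXPHOS set 0.924.

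**Figure D4:**
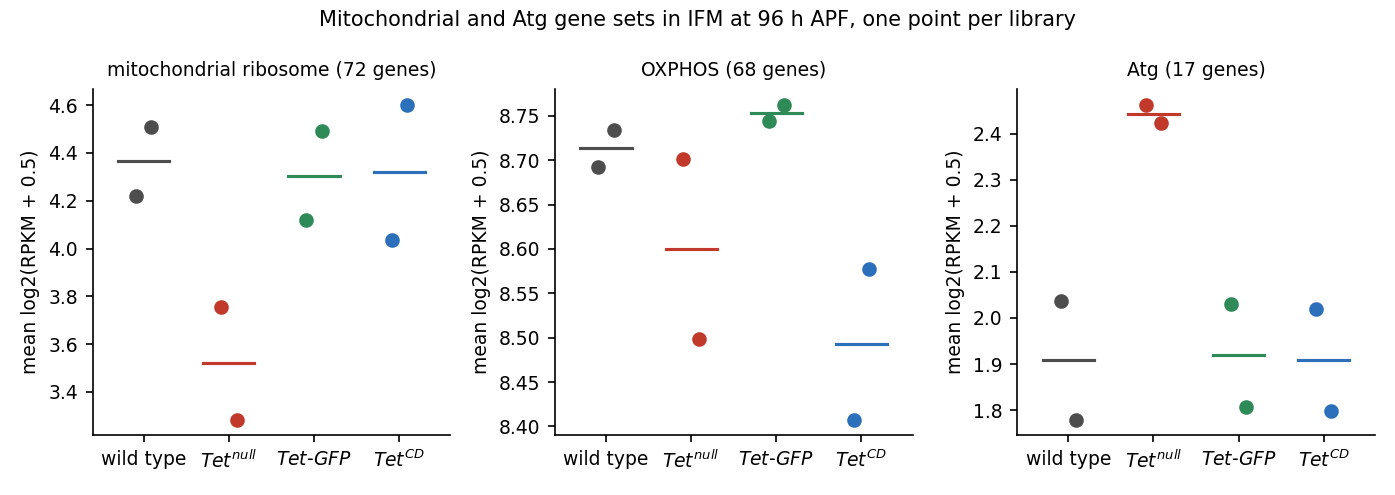
Mean log2(RPKM + 0.5) of 72 genes for mitochondrial ribosomal proteins, 68 OXPHOS genes and 17 *Atg* genes (vertical axes) in each of the 8 IFM libraries (horizontal axis, grouped by genotype), each point 1 library. The *Atg* means were 2.46 and 2.42 in *Tet* null and 2.04 and 1.78 in wild-type libraries, and those of the mitochondrial ribosomal proteins 3.76 and 3.28 against 4.22 and 4.51.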

In summary, our results demonstrate that *Tet* loss induces extensive changes in the expression of interconnected genes critical for IFM maturation.

### Tet regulates AMP development

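RNA-seq libraries of larval wing discs from 3 *Tet* null and 3 wild-type samples were analysed, from a table of deposited RPKM values for 17490 genes that the authors made with the steps described for the IFM. By the spacing of low values, reads on genes came to 30.5, 23.1 and 31.5 M in *Tet* null samples 1, 2 and 3 and to 20.2, 16.9 and 22.2 M in the wild-type samples. A single read on a 1-kb gene corresponded to an RPKM of 0.0320 to 0.0465. Over 12631 genes with a mean RPKM of at least 0.5, the median log2 fold change was −0.08. Wild-type sample 2 differed from the other 5 libraries at low values. It listed 976 genes at 0, against 3978 and 3094 in wild-type samples 1 and 3 and 2376 to 3677 in *Tet* null. Over 120 odorant and gustatory receptor genes, its median was 2.13 RPKM, against 0.0409 and 0.0960 RPKM in the other wild-type libraries and 0.0271 to 0.135 RPKM in *Tet* null. Genes that stood between 0.1 and 1 RPKM in wild-type samples 1 and 3 were higher by 1.86 (log2, median) in sample 2, and for those above 100 RPKM the difference was −0.51. Across genes, Pearson's r with every other library was 0.915 to 0.925 for wild-type sample 2, and 0.979 to 0.992 between the remaining libraries. Without this library, the median log2 fold change over all genes tested was 0.02, and with the limit on low values removed it was −0.34. *Tet* stood at 0.406 ± 0.0630 RPKM in *Tet* null and 185 ± 32.4 RPKM in wild type (n = 3 each, log2 fold change −7.67, SE 0.17, adjusted *P* 3.5e-18 from limma). With values simulated at the spread of these libraries, 90.5% of 200 genes changed 2-fold were called.

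**Figure D5:**
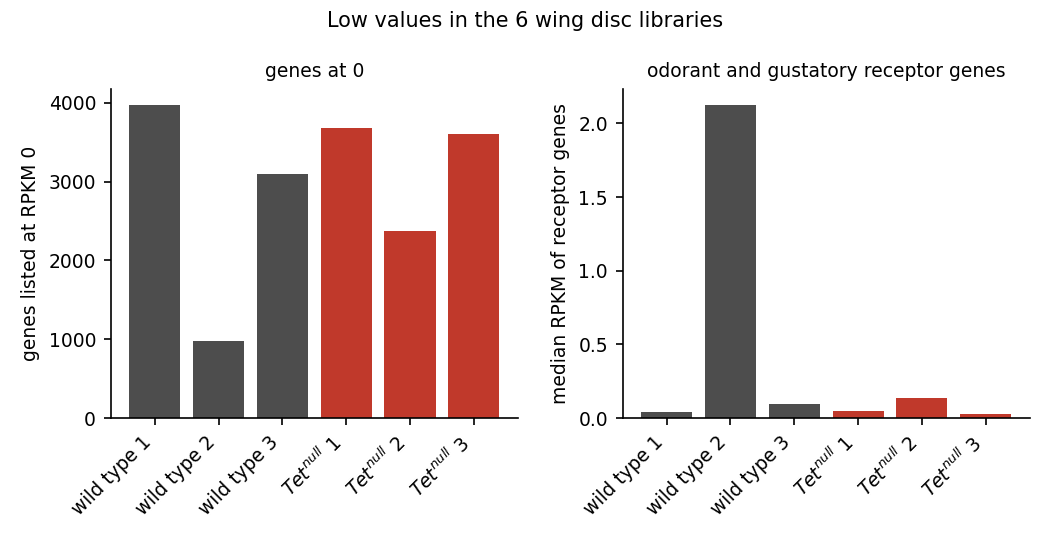
Number of genes at 0 and median RPKM of 120 odorant and gustatory receptor genes (vertical axes, starting at 0) in each of the 6 wing disc libraries, each bar 1 library. Wild-type sample 2 has the fewest genes at 0 and the highest receptor gene median.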

In light of the above results and considering that IFMs originate from muscle progenitors in the larval wing discs, we conducted RNA-seq analysis on wing discs from wild-type and *Tet*^*null*^ third instar larvae to assess whether AMP development was also impacted. Differential gene expression analyses revealed that *Tet* loss led to the upregulation of 159 genes and the downregulation of 226 genes (adjusted *P* < 0.05, fold change > 1.5) (Fig. 4A, Supplemental Table 4). This suggests that *Tet* plays a relatively mild role in early muscle development compared to its impact at the late pupal stage. In addition, unlike the situation in pupal IFM, *Tet* loss in the larval wing disc primarily suppressed weakly expressed genes and activated strongly expressed ones (Fig. 4B). 

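At adjusted *P* under 0.05 and a fold change over 1.5, 211 genes were higher and 313 lower in *Tet* null wing discs, and 2238 of 12631 genes had an unadjusted *P* under 0.05. The number moved most without limma's trend of the spread over expression, to 9 genes higher and 25 lower. In 496 of the 524 genes, all 3 values of one genotype lay above all 3 of the other, a split that chance gives in 10% of genes and that the selection of called genes favours. Samples with the same replicate number deviated from their group means together (r 0.211 across genes), and with the replicate number as a block, 343 genes were higher and 593 lower, all 524 among them. In limma's fit with the block, the smallest adjusted *P* came out as 0, against 3.5e-18 without it. The spread was then taken almost wholly from limma's shared estimate, so *P* values with the block can be too small. Besides *Tet*, the largest falls were those of *Tektin-C* (FBgn0035638, 3L:5794405-5796543), at 0.304 ± 0.0286 against 18.4 ± 8.91 RPKM (n = 3 each, log2 fold change −4.42, SE 0.29, adjusted *P* 1.6e-09), and *Dscam4* (FBgn0263219, 3L:8238647-8282398), at 0.534 ± 0.0673 against 18.6 ± 2.87 RPKM (−4.20, SE 0.20, adjusted *P* 1.3e-11). The largest rises were those of *CR44383* (FBgn0265533, X:15796477-15796897), at 25.4 ± 3.20 against 0.140 ± 0.160 RPKM (5.36, SE 0.23, adjusted *P* 1.2e-12), *CG11697* (FBgn0030313, X:11572707-11573640), at 22.0 ± 5.07 against 0.846 ± 0.836 RPKM (4.25, SE 0.32, adjusted *P* 1.3e-08), and *CR40469* (FBgn0058469, X:122493-122706), at 4113 ± 1274 against 268 ± 36.0 RPKM (3.90, SE 0.31, adjusted *P* 5.2e-08).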

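The genes called made up 524 of 12631 in wing discs and 702 of 8466 in IFM. At an unadjusted *P* under 0.05, the shares were 17.7% in wing discs and 26.8% in IFM. With the replicate number as a block, 936 of 12631 genes were called in wing discs and 566 of 8466 in IFM. The share called was then larger in wing discs, where *P* values with the block can be too small. The unadjusted shares were 24.3% in wing discs and 25.6% in IFM. The wing disc comparison rests on 3 samples per genotype and the IFM comparison on 2, in tables that were scaled separately, and the difference between the numbers of called genes was not tested.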

Specifically, ~ 44% of the repressed genes belonged to the lower two quartiles of expression, compared to only 14% of upregulated genes. Conversely, 43% of activated genes were among the highest quartile of expression, while only 15% of downregulated genes fell into this category. 

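Quartiles of the mean wild-type RPKM were set over the 11829 genes above 0 in all 6 wing disc libraries. Of the 288 genes with lowered expression that fell in them, 143 (49.7%, 95% confidence interval 43.9 to 55.4) lay in Q3 and Q4 and 39 (13.5%, 10.1 to 18.0) in Q1. Of the 206 genes with raised expression, 64 (31.1%, 25.1 to 37.7) lay in Q3 and Q4 and 65 (31.6%, 25.6 to 38.2) in Q1. Without wild-type sample 2, the genes with lowered expression lay at 32.0% in Q3 and Q4 and 30.1% in Q1, and those with raised expression at 53.5% and 18.4%, which reverses the order of both groups. With all libraries kept, the order in Q3 and Q4 was also reversed without a limit on low values, with 31.7% of the genes with raised and 21.7% of those with lowered expression in Q3 and Q4. With the replicate number as a block, 63.1% of the genes with lowered expression lay in Q3 and Q4.

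**Figure D6:**
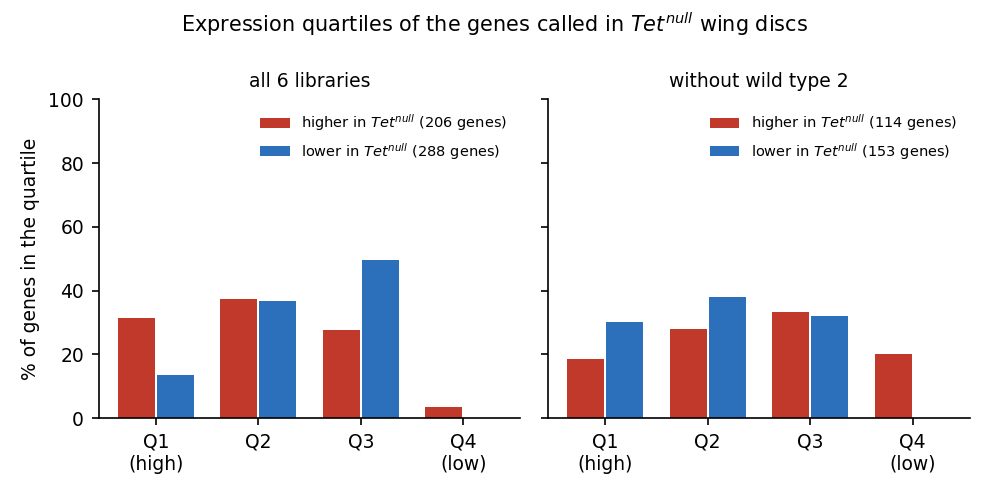
Share of called genes (percent, vertical axis) in each expression quartile (Q1 high to Q4 low, horizontal axis), for genes with higher and lower expression in *Tet* null wing discs. The left panel uses all 6 libraries and the right panel the 5 libraries without wild-type sample 2.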

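Of the 524 genes called in *Tet* null wing discs, 514 were in the IFM table, 315 were tested in IFM and 36 were called there in either direction, which leaves 93.1% of the 524 without a call in IFM. Among 7645 genes tested in both tissues, 36 shared calls compare with 23.7 expected by chance (one-sided Fisher's exact test, *P* 0.0074). By direction, 12 genes were lower in both tissues (expected 4.53, *P* 0.0019), *Tet* among them, and 9 were higher in both (expected 7.18, *P* 0.29). Opposite directions were found for 10 genes (higher in IFM, lower in discs) and 5 genes (lower in IFM, higher in discs), against 7.90 and 4.12 expected. With the replicate number as a block, 16 genes were lower in both (*P* 0.00083) and 13 higher in both (*P* 0.16). Across the 855 genes tested in both and called in either tissue, which are not independent replicates, Pearson's r of the log2 fold changes was 0.0086. The larval brain was not analysed here.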

Besides, over 82% of the differentially expressed genes in *Tet*^*null*^ larval wing discs were unaffected in pupal IFMs or the larval brain [25] (Supplemental Fig. 5), indicating that *Tet* primarily influences gene expression in a time- and tissue-specific manner.

**Fig. 5:**
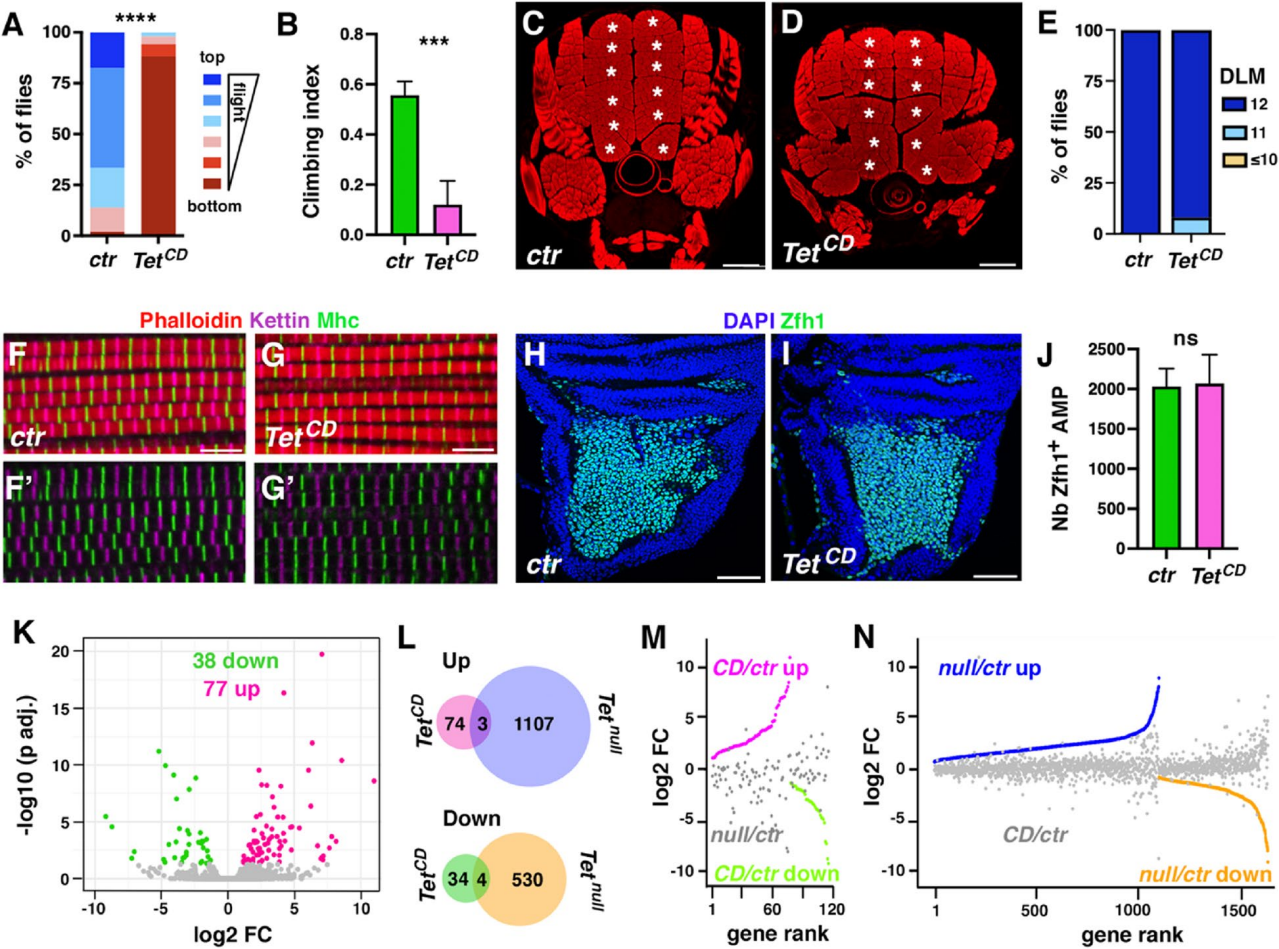
TET enzymatic activity is largely dispensable for flight muscle development. **(A)** Flight capacity of control and *Tet*^*CD*^ adult flies. The percentage of flies landing in each of the 6 zones is indicated. Two batches of at least 50 flies were analyzed for each genotype. *** *P* < 0.001 (Fisher’s exact test). **(B)** Measurement of the climbing capacity of control and *Tet*^*CD*^ adult flies. The climbing index was calculated as a percentage of flies passing a set threshold. *** *P* < 0.001 (Student’s t-test; n = 6 assays, 20 flies per replicate). **(C, D)** Transverse sections of thoraces of 2-day-old control or *Tet*^*CD*^ female flies stained with phalloidin. The individualized DLMs are indicated by a white asterisk. Scale bar: 100 µm. **(E)** Proportion of flies with different numbers of DLM per thorax. Thirteen flies were analyzed for each genotype. **(F, G)** Confocal views of DLM sections stained with anti-Kettin (magenta), anti-Mhc (green) and phalloidin (red) on control (F) or *Tet*^*CD*^ (G) adult females. Scale bar: 5 µm. F’, G’: anti-Kettin (magenta), anti-Mhc (green) channels. **(H, I)** Immunostainings revealing the expression of Zfh1 (green) in the notum region of control (H) or *Tet*^*CD*^ (I) third instar larval wing discs. Nuclei were stained with DAPI (blue). Scale bar 50 µm. **(J)** Quantification of the number of Zfh1^+^ AMPs (n = 20 per genotype). **(K)** Volcano plot illustrating differentially expressed genes (DEG, adjusted *P* < 0.05, fold change > 1.5) between control and *Tet*^*CD*^ conditions as determined by RNA-seq on dissected IFM at the pharate stage. **(L)** Venn diagrams showing the overlap between up (upper panel) or downregulated (lower panel) genes in *Tet*^*CD*^ or *Tet*^*null*^ pupal IFM. **(M)** Representation of the fold changes (log2FC relative to control) of all genes significantly deregulated in *Tet*^*CD*^ (pink: upregulated, green: downregulated) and their respective differential expression in *Tet*^*null*^ (grey). **(N)** Representation of the fold changes (log2FC relative to control) of all genes significantly deregulated in *Tet*^*null*^ (blue: upregulated, orange: downregulated) and their respective differential expression in *Tet*^*CD*^ (grey)

Gene ontology analysis revealed only marginally significant enrichments among deregulated genes. 

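In *Tet* null wing discs, 20 of 27 presynaptic genes were tested. Their mean log2 fold change was −0.63, which is −0.56 relative to the median of all genes, with 16 of 20 genes falling (camera, adjusted *P* 0.0098, and 0.032 with the replicate number as a block). *Cadps*, *VGAT* and *unc-13* were called lower and 0 genes higher, while 5 had an unadjusted *P* under 0.05. With camera's correlation estimated from the libraries, the presynaptic set did not pass an adjusted *P* of 0.05. Without wild-type sample 2, the mean relative to the median was −0.40 over the 14 genes that remained in the test, and the mean of the same 20 genes was −0.32. All 24 neurotransmitter receptor genes that were tested fell, by −0.69 relative to the median (adjusted *P* 0.030, and 0.13 with the block), and 0 were called, with 0 at an unadjusted *P* under 0.05. Of 98 genes for cuticle proteins, 84 fell, by −0.53 relative to the median (adjusted *P* 0.00099, and 0.0057 with the block), 5 were called lower and 3 higher. With wild-type sample 2 left out, 4 of these receptor genes and 54 cuticle genes remained in the test, with relative shifts of −0.23 and −0.25. Over all 24 receptor genes, library means of log2(RPKM + 0.5) were −0.51 to −0.28 in *Tet* null, and −0.30, 1.72 and −0.36 in wild-type samples 1, 2 and 3. Over the 98 cuticle genes, they were 0.77 to 1.00 in *Tet* null, and 1.09, 2.39 and 1.03 in wild type. Sample 2 thus accounted for most of both falls.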

Downregulated genes were primarily associated with extracellular region proteins or carbohydrate binding, whereas upregulated genes were linked to synaptic and cell–cell signaling functions (Supplemental Fig. 5, Supplemental Table 5). Additionally, a STRING-based interaction analysis did not identify hubs among the deregulated proteins (Supplemental Fig. 5). Consequently, these analyses provided little insight into the impact of *Tet* loss on wing disc cells, particularly regarding AMP development.

Since AMPs constitute only a small fraction of wing disc cells, we leveraged a previously published single-cell RNA-seq dataset from larval wing discs [45] to compile a list of 157 AMP markers, *i.e.* genes preferentially expressed in IFM or DFM clusters compared to other cell types (Supplemental Table 6). 

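Of the 157 AMP markers, 147 were in the wing disc table, all of which were tested, and 47 had an unadjusted *P* under 0.05. The 9 markers called lower in *Tet* null were *CG11835*, *CG34380*, *CG9650*, *E(spl)m6-BFM*, *Ef1alpha100E*, *Him*, *beat-IIIc*, *chrb* and *twi*, against 3.64 expected by chance among 12631 genes (one-sided Fisher's exact test, *P* 0.011). *CG4038* and *mod* were called higher (expected 2.46, *P* 0.71). With the replicate number as a block, 13 markers were lower (*P* 0.021) and 6 higher (*P* 0.21). Without *Tet* null or wild-type sample 3, *P* for the lower markers was 0.072 and 0.060, and with another replicate left out 0.0023 to 0.028. Without wild-type sample 1 or 3, 8 and 13 markers were higher (*P* 0.038 and 0.0014), and 0 to 4 in the remaining fits. At an unadjusted *P* under 0.05, 31 markers were higher (expected 13.7, *P* 1.2e-05) and 16 lower (expected 12.3, *P* 0.17). The expected numbers ignore expression level, and the markers' library medians were 61.8 to 93.9 RPKM. Genes at 10 to 100 RPKM had a median log2 fold change of 0.17, and 0.05 without wild-type sample 2. That library may thus account for a part of the 31, and without it 0 markers were called higher. When *P* values were adjusted over the 147 markers alone, 20 passed 0.05 in either direction. Among the genes of Fig. 4D, log2 fold changes of the 14 lower markers ran from −2.27 for *Ef1alpha100E* to −0.66 for *chrb*, and *Alk*, *Con*, *side*, *kirre* and *zfh1* were not called. Of the 4 higher markers, *ATPsynC* (0.75, adjusted *P* 0.16) and *CG6891* (0.67, adjusted *P* 0.066) were not called. For *Con* and *side*, the wild-type values spread widely (1.35 ± 1.27 and 1.40 ± 1.32 RPKM), with the highest in sample 2.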

Notably, 14 of these genes were downregulated and only 4 were upregulated in the absence of *Tet*, indicating a strong enrichment for repressed AMP markers (down: *P* = 4.10^–8^; up: *P* = 0.03; hypergeometric test) (Fig. 4C, D). The downregulated genes comprised several direct targets of the Notch signaling pathway, whose activation is essential for AMP amplification [30]. They included *Enhancer of split m6* (*E(spl)m6-BFM*), *kin of irre* (*kirre)*, *CG9650/Chronophage* (*Cph*), *Holes-in-muscles* (*Him*), *twist (twi)*, and *zfh1* [69], which all regulate AMP differentiation [30, 70–72]. These findings strongly suggest that TET is important for AMP development.

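*E(spl)m6-BFM* (FBgn0002632, 3R:26032911-26034047) fell from 17.7 ± 1.66 RPKM in wild type to 4.28 ± 0.801 RPKM in *Tet* null wing discs (n = 3 each, log2 fold change −1.93, SE 0.17, adjusted *P* 2.7e-07), and *Him* (FBgn0030900, X:18209427-18210741) from 14.4 ± 4.85 to 2.60 ± 0.972 RPKM (−2.26, SE 0.23, adjusted *P* 1.4e-06). *twi* (FBgn0003900, 2R:22985374-23048325) fell from 24.8 ± 4.02 to 13.8 ± 1.34 RPKM (−0.82, SE 0.16, adjusted *P* 0.0044), and *CG9650* (FBgn0029939, X:7137723-7241932) from 4.57 ± 0.438 to 1.99 ± 0.446 RPKM (−1.04, SE 0.23, adjusted *P* 0.010), a call that was lost without wild-type sample 2 or without *Tet* null sample 3. The *CG9650* call was also lost without a limit on low values. Without the trend or with treat, neither *CG9650* nor *twi* was called, and *Him* was not called without the trend. *kirre* (FBgn0028369, X:2740384-3134532) stood at 1.67 ± 0.231 against 3.38 ± 0.449 RPKM (−0.83, SE 0.25, adjusted *P* 0.066, and 0.021 with the replicate number as a block). *zfh1* (FBgn0004606, 3R:30765926-30789202) stood at 8.31 ± 1.68 against 13.6 ± 3.49 RPKM (−0.66, SE 0.19, adjusted *P* 0.055, and 0.00050 with the block). For both genes, the *P* value with the block can be too small, as stated for the numbers of calls. All 3 wild-type values lay above all 3 *Tet* null values in each of the 6 genes, which the paper chose from these same libraries. Leaving out 1 library at a time, the 6 log2 fold changes stayed negative, between −2.50 and −0.47.

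**Figure D7:**
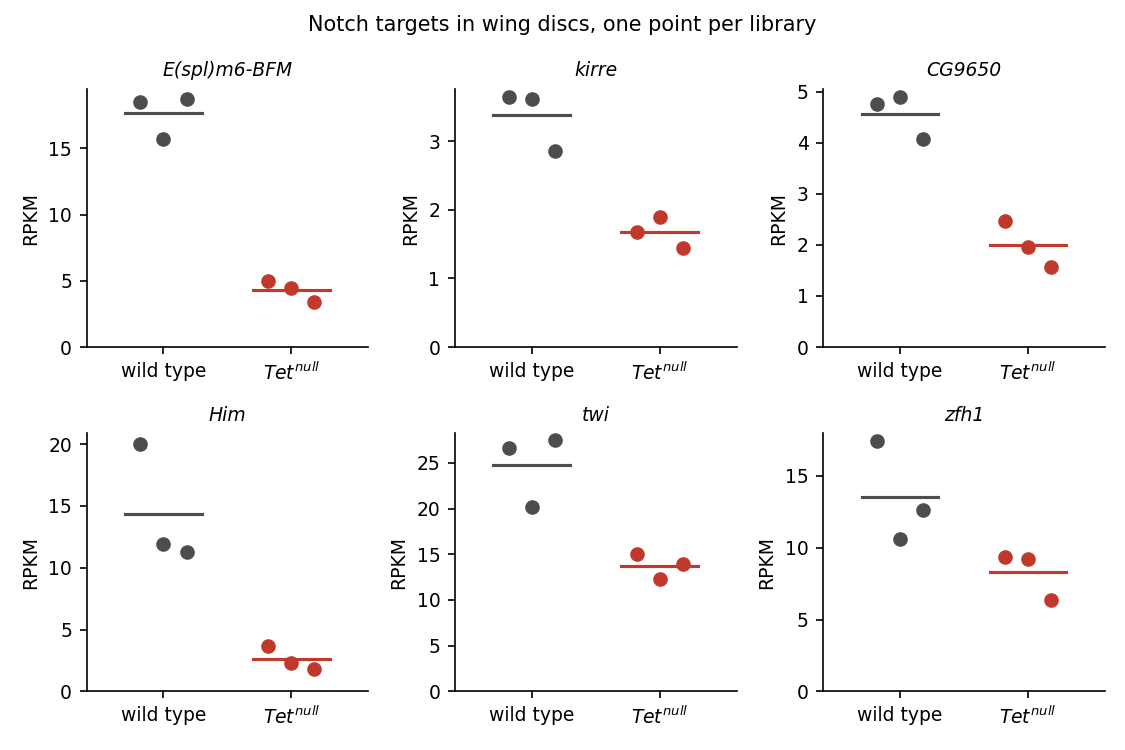
RPKM of *E(spl)m6-BFM*, *kirre*, *CG9650*, *Him*, *twi* and *zfh1* (vertical axes, starting at 0) in each of the 3 wild-type and 3 *Tet* null wing disc libraries, each point 1 library and each line the mean. Every wild-type point lies above every *Tet* null point.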

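Over all 147 AMP markers tested, 105 had a positive log2 fold change in *Tet* null wing discs, with a set mean of 0.07, which is 0.15 relative to the median of all genes (camera, adjusted *P* 0.0050, and 0.067 with the replicate number as a block). Without wild-type sample 2, the mean was −0.02, or −0.04 relative to the median, with 87 genes rising. The library means of log2(RPKM + 0.5) over the markers ran from 6.34 to 6.39 in *Tet* null and from 6.08 to 6.41 in wild type. From the enrichment of AMP markers among the genes with lowered expression and the Notch targets among them, the paper proposes that TET is important for AMP development.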

Consistent with this hypothesis, immunostaining for Twi and Him-GFP revealed a significant reduction (35% and 41%, respectively) in the number of AMPs expressing these markers in *Tet* mutant wing discs (Fig. 4E-H). Similarly, we observed a threefold decrease in the number of cells expressing the *E(spl)m6-BFM-GFP* reporter (Fig. 4I-K), which marks a subset of AMPs with high Notch signaling activity [73]. We also assessed the expression of the AMP marker Cut, which is expressed at higher levels in DFM progenitors than in IFM progenitors [74]. We found a decrease in the total number of Cut-expressing AMPs (Fig. 4L-P), but both Cut-high and Cut-low populations were affected, and the proportion of these two populations remained unchanged (Fig. 4Q). Thus, *Tet* seems to affect both populations of AMPs similarly. Next, we monitored the expression of the early AMP marker Zfh1 from 68 to 120 h after egg laying. While the numbers of Zfh1^+^ AMPs were comparable between wild-type and *Tet*^*null*^ larvae in late second instar larvae, their expansion was impaired in the absence of *Tet*, leading to a ~ 25% reduction in Zfh1^+^ AMPs by the wandering third instar larvae (Fig. 4R-T). Since the reduction in AMP number could be due to a decrease in proliferation or an increase in apoptosis, we performed immunostainings against the mitotic marker phospho-histone H3 (pH3) and the apoptotic marker Dcp-1. However, the proportion of mitotic AMPs was not reduced in the absence of TET, and we did not observe any increase in apoptosis in third instar larval wing discs (Supplemental Fig. 5). Finally, to directly assess the cell-autonomous function of TET in AMP/development, we used the FLP/FRT system to generate *Tet*^*−/−*^ clones in early larvae and compared the proportion of wild-type and mutant AMPs (Twi^+^) in third instar wing discs. These experiments showed that *Tet*^*null/null*^ (GFP^−/−^) AMPs were significantly less abundant than their *Tet*^+*/*+^ (GFP^+/+^) counterparts, confirming that *Tet* is required cell-autonomously to regulate AMP numbers (Fig. 4U-W).

### Tet regulates flight muscle development independently of its enzymatic activity

The results above indicate that TET expression is essential for adult flight muscle development. While TET enzymes are best known for modifying 5mC DNA, they can also target m^5^C on RNA or act independently of their enzymatic activity. To determine the functional importance of TET’s catalytic activity, we used a catalytically inactive or “catalytic-dead” mutant allele of *Tet* (*Tet*^*CD*^), introduced in the context of the *Tet-GFP* knock-in flies. Unlike flies lacking TET expression, *Tet*^*CD*^ mutants are viable and fertile [23]. However, *Tet*^*CD*^ flies seemed to have decreased mobility. To confirm this, we performed flight and climbing assays on 1-week old flies. As shown in Fig. 5, *Tet*^*CD*^ adults exhibited severe flight and climbing defects compared to *Tet-GFP* controls (Fig. 5A, B), suggesting that TET enzymatic activity is essential for fly mobility. Despite this, histological analysis of transverse sections in *Tet*^*CD*^ flies revealed no major phenotype in adult flight muscle organization (Fig. 5C, D). Notably, unlike *Tet*^*DMAD1/DMAD2*^ adult escapers (see Fig. 2B, C), *Tet*^*CD*^ mutants did not exhibit a reduction in the number of dorsal longitudinal muscles (DLMs) (Fig. 5E). Furthermore, immunostaining for Phalloidin, Mhc and Kettin showed no localization defect of these proteins within the DLM myofibers (Fig. 5F-H), with sarcomere length and thickness comparable to wild-type (Supplemental Fig. 6). In addition, immunostaining against α-ATP synthase and analysis of nSyb-driven mRFP expression revealed, respectively, that the morphology of the mitochondria and the innervation of the IFM were unaffected in *Tet*^*CD*^ pupae (Supplemental Fig. 6). Also, the loss of TET catalytic activity did not impact AMP numbers in the larval wing disc as measured by immunostaining against Zfh1 or Mef2 (Fig. 5H-J and Supplemental Fig. 6). The fact that the muscle phenotypes observed in the absence of TET expression were not phenocopied in the *Tet*^*CD*^ mutant suggests that TET regulates flight muscle development independently of its catalytic activity.

**Fig. 6:**
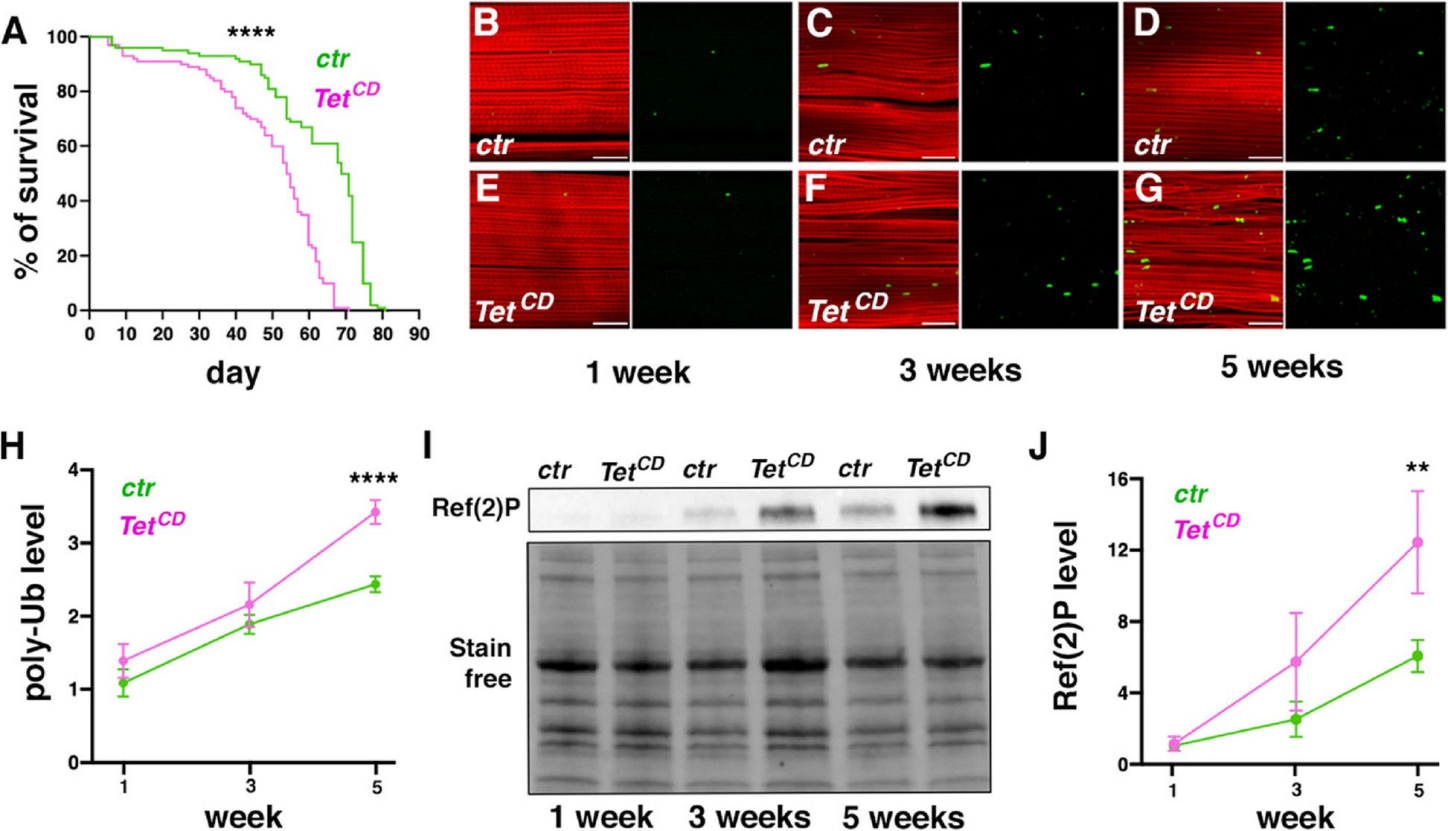
TET enzymatic activity is involved in muscle aging. **(A)** Kaplan–Meier curves showing the lifespan of control and *Tet*^*CD*^ adult flies. **** *P* < 0.0001 (Mantel-Cox; n = 100 per genotype). **(B-G)** Immunostainings against polyubiquitin (green) on adult IFM from control (B-D) or *Tet*^*CD*^ flies (E–G) of the indicated age. Actin was labelled with phalloidin (red). Scale bar: 20 µm. Right panels: green channel only. **(H)** Quantification of polyubiquitin levels in dissected IFM of control (green) of *Tet*^*CD*^ (red) flies of the indicated age as measured by western blot (normalized to total protein amounts). The mean and SD of 4 biological replicates are shown. **** *P* < 0.001 (2-way Anova). **(I)** Western blot showing the expression of Ref(2)P (upper panel) and total protein amounts (stain-free analysis; lower panel) in dissected IFM of control and *Tet*^*CD*^ flies of the indicated age. **(J)** Corresponding quantification of Ref(2)P levels (normalized to total protein amounts). The mean and SD of 4 biological replicates are shown. ** *P* < 0.01 (2-way Anova)

To further assess whether the loss of TET enzymatic activity might affect IFM formation, we established the expression profile of dissected IFM fibers from 96 h APF *Tet*^*CD*^ and *Tet-GFP* control pupae using RNA-seq. 

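IFM libraries of 2 *Tet* CD and 2 *Tet-GFP* samples, taken at the same pupal age, were analysed from the same deposited table as the *Tet* null samples. Reads on genes, estimated as for those, came to 41.2 and 43.2 M in *Tet* CD and to 41.3 and 41.4 M in *Tet-GFP* libraries. In the same order, 4233, 4207, 4703 and 4680 genes were listed at 0. The test of the first IFM comparison was applied to 8141 genes, with a median log2 fold change of −0.01. The samples' labels number these replicates 1 and 2 and the table's columns 1 and 3, and libraries with the same column number deviated from their group means together (r 0.475 across genes). Columns of *Tet-GFP* and wild type, which share 1 number, gave an r of 0.392 when paired in order. The r of 0.475 alone thus does not show that same-numbered libraries belong together. The median residual SD of log2 values was 0.213, against 0.235 for *Tet* null and wild type. With values simulated at this spread, 80.5% of 200 genes changed 4-fold were called and 0 of 200 changed 2-fold.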

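Between *Tet* CD and *Tet-GFP* IFM, 0 of 8141 genes passed adjusted *P* under 0.05 with a fold change over 1.5, and 494 genes had an unadjusted *P* under 0.05 (274 higher and 220 lower in *Tet* CD). The smallest adjusted *P* was 0.24. With the column number as a replicate block (r 0.475 of same-numbered libraries), an alternative chosen after seeing the data, 0 genes passed as well and 753 had an unadjusted *P* under 0.05. The count of calls changed only when the spread was estimated over all 4 IFM groups, which gave 6 genes higher (*BBS8*, *CG10340*, *CG13690*, *TORIP*, *hpRNA:CR33940* and *mir-9378*) and 11 lower (*CG14715*, *CG1998*, *CG43175*, *EndoU*, *MsrA*, *alpha-Est2*, *asRNA:CR44030*, *fal*, *net*, *tRNA:Ile-AAT-1-6* and *v*). *Tet* itself stood at 3.98 ± 0.296 RPKM in *Tet* CD and 3.81 ± 0.216 RPKM in *Tet-GFP* (n = 2 each, log2 fold change 0.05, SE 0.15, adjusted *P* 0.99). For *tmod*, *Atg1* and *Sply*, the log2 fold changes were 0.19, −0.05 and 0.43, each within 2 SE of 0.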

As shown in Fig. 5K (and Supplemental Table 7), the absence of TET enzymatic activity had a very limited impact on the IFM gene expression profile: it was associated with the deregulation of only 115 genes (77 upregulated and 38 downregulated genes; adjusted *P* < 0.05, fold change > 1.5). These deregulated genes were not significantly enriched for any GO term or Reactome/KEGG pathway (adjusted *P* < 0.05). Moreover, there was little overlap between the genes either up- or downregulated significantly in *Tet*^*null*^* versus Tet*^*CD*^ IFM (Fig. 5L), and direct comparisons between their fold changes revealed no correlation between these categories of genes (Fig. 5M, N). Hence, it appears that TET primarily regulates gene expression in a catalytic-independent manner in this tissue. 

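As sets, fat body markers were higher in *Tet* CD than in *Tet-GFP* IFM by a mean log2 fold change of 1.40 (9 of 9 genes, camera, adjusted *P* 4.7e-09, and 9.6e-08 with the column number as a replicate block, chosen after seeing the data, r 0.475 of same-numbered libraries), cuticle genes by 0.69 (28 of 34 genes, adjusted *P* 6.1e-05, and 2.9e-07 with the block) and presynaptic genes by 0.33 (24 of 28 genes, adjusted *P* 0.028, 0.049 with the block, and 0.075 with block and length correction). OXPHOS genes were lower by −0.26 (0 of 67 genes rising, adjusted *P* 1.2e-09, and 2.9e-07 with the block). The presynaptic and cuticle shifts were smaller than the differences between replicate libraries, which reached 1.09 for presynaptic genes in *Tet-GFP* and 1.13 for cuticle genes in *Tet* CD. Between same-numbered columns, cuticle means were higher in *Tet* CD for both numbers (2.36 against 2.07 and 3.49 against 2.46). Presynaptic means were higher for column 1 (2.08 against 0.94) and lower for column 3 (1.56 against 2.04). With the correlation between genes estimated from the libraries, none of the sets had an adjusted *P* under 0.05 (presynaptic set 0.97). None of the genes in these sets was called, and 10 of them had an unadjusted *P* under 0.05, 5 fat body markers and 5 cuticle genes.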

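With 0 genes called between *Tet* CD and *Tet-GFP*, the shared calls with the 379 higher and 227 lower *Tet* null genes tested in both comparisons numbered 0, and 0 as well with the column number as a replicate block for *Tet* CD (r 0.475 of same-numbered libraries), an alternative chosen after seeing the data. At an unadjusted *P* under 0.05 in both comparisons, which takes in 1081 genes higher and 915 lower in *Tet* null and 255 higher and 207 lower in *Tet* CD, 24 genes were higher in both (expected 35.4, one-sided Fisher's exact test, *P* 0.99) and 34 were lower in both (expected 24.3, *P* 0.026). Across the 606 genes called in *Tet* null, which are not independent replicates, Pearson's r between the *Tet* null and *Tet* CD log2 fold changes was −0.38 and Spearman's rho −0.24. For the 379 higher genes, r was −0.06, and for the 227 lower genes −0.59. Over all 7784 genes tested in both comparisons, r was −0.19 and rho −0.06.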

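The difference between both effects, (*Tet* null − wild type) − (*Tet* CD − *Tet-GFP*), was tested itself over all 8 IFM libraries. No replicate block was used for this difference, although same-numbered *Tet* CD and *Tet-GFP* libraries deviated together (r 0.475). The difference passed an adjusted *P* of 0.05 in 57 of 8344 genes, 19 with the larger value in *Tet* null and 38 with the larger value in *Tet* CD, and 1563 genes had an unadjusted *P* under 0.05. A limit of a mean RPKM of 2 moved these numbers most, to 5 and 22. From the small number of genes that changed in *Tet* CD, the small overlap with *Tet* null and the lack of correlation, the paper proposes that TET acts on IFM gene expression largely without its catalytic activity.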

Taken together, these findings strongly suggest that while TET expression is essential for IFM development, its catalytic activity is largely dispensable.

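By set, the difference between the *Tet* null and *Tet* CD effects was 1.40 for presynaptic genes (log2, 27 of 28 genes positive, camera, adjusted *P* 2.8e-08), −0.86 for mitochondrial ribosomal proteins (68 of 72 genes negative, adjusted *P* 2.2e-09), 0.54 for *Atg* genes (14 of 17 genes positive, adjusted *P* 0.0020) and −2.41 for cuticle genes (30 of 35 genes negative, adjusted *P* 1.3e-07). For sarcomere genes it was 0.07 (adjusted *P* 0.77). These *P* values use camera's correlation of 0.01, and an estimated correlation was not tried for them. These differences contain the gap between the control lines, which for *Tet-GFP* against wild type was −1.15 for cuticle and 0.39 for presynaptic genes. In *Tet* CD against *Tet-GFP* alone, the means were 0.33 for presynaptic genes (adjusted *P* 0.028, and 0.049 with the column number as a replicate block, chosen after seeing the data, r 0.475 of same-numbered libraries), 0.69 for cuticle genes (adjusted *P* 6.1e-05, and 2.9e-07 with the block), 0.01 for mitochondrial ribosomal proteins, −0.03 for *Atg* genes and −0.05 for sarcomere genes.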

### TET catalytic activity plays a key role in preventing flight muscle aging

Since flies lacking TET catalytic activity are homozygous viable, we further analyzed their lifespan and IFM maintenance during aging. Interestingly, *Tet*^*CD*^ flies exhibited a significantly shorter lifespan than their *Tet-GFP* counterparts, suggesting a potential role for TET in delaying aging (Fig. 6A). In *Drosophila*, muscle aging is characterized by the progressive accumulation of protein aggregates [75]. To assess the impact of TET catalytic activity on this process, we monitored the presence of polyubiquitinated protein aggregates in the IFM of 1-, 3- and 5-week-old flies by anti-polyubiquitin immunostaining. Compared to age-matched controls, *Tet*^*CD*^ flies showed a higher accumulation of polyubiquitin aggregates (Fig. 6B-G). This was corroborated by western blots of dissected IFM, which confirmed the age-dependent increase in polyubiquitinated proteins with a significantly stronger accumulation in 5-week-old *Tet*^*CD*^ flies compared to controls (Fig. 6H and Supplemental Fig. 7). It was shown that the accumulation of protein aggregates in aging muscles is associated with an increased level of the autophagy receptor p62/Ref(2)P, which targets ubiquitinated proteins for degradation [76]. In line with this, western blots analysis of dissected IFM revealed an age-dependent increase in Ref(2)P significantly higher in 5-week-old *Tet*^*CD*^ flies than in controls (Fig. 6I, J). Thus, these findings indicate that TET catalytic activity is essential for preventing IFM aging and may contribute to overall fly longevity.

**Fig. 7:**
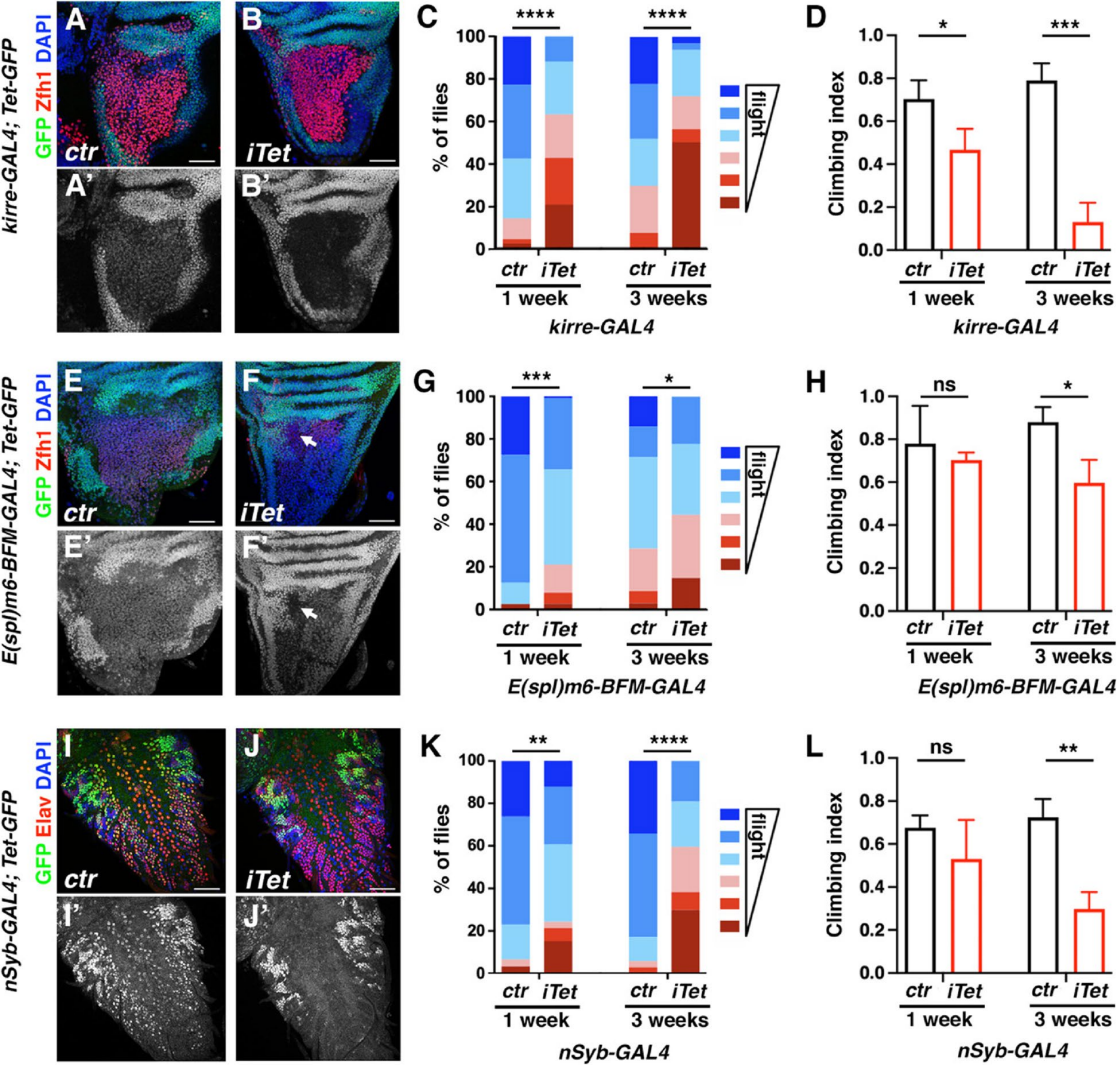
*Tet* expression in the AMPs and the central nervous system contributes to adult fly locomotion. **(A, B)** Immunostaining against GFP (green) and Zfh1 (red) in the wing disc of *Tet-GFP* larvae expressing a control RNAi (A) or an RNAi against *Tet* (B) under the control of the *kirre-GAL4* driver. **(C, D)** Flight test (C) and climbing assay (D) on 1 and 3-week-old flies expressing a control RNAi or an RNAi against *Tet* under the control of *kirre-GAL4. (E, F)* Immunostaining against GFP (green) and Zfh1 (red) in the wing disc of *Tet-GFP* larvae expressing a control RNAi (E) or an RNAi against *Tet* (F) under the control of the *E(spl)m6-BFM-GAL4* driver. **(G, H)** Flight test (G) and climbing assay (H) on 1 and 3-week-old flies expressing a control RNAi or an RNAi against *Tet* under the control of *E(spl)m6-BFM-GAL4. (I, J)* Immunostaining against GFP (green) and Elav (red) in the ventral nerve cord of *Tet-GFP* larvae expressing a control RNAi (I) or an RNAi against *Tet* (J) under the control of the *nSyb-GAL4* driver. **(K, L)** Flight test (K) and climbing assay (L) on 1 and 3-week-old flies expressing a control RNAi or a RNAi against *Tet* under the control of *nSyb-GAL4.* (A, B, E, F, I, J) Nuclei were stained with DAPI. Scale bar 50 µm. Lower panels: GFP (TET-GFP) panel only. (C, G, K) * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001 (Fisher’s exact test). (D, H, L) The climbing index was calculated as percentage of flies passing a set threshold. The mean and SD of 3 biological replicates are represented. * *P* < 0.05, ** *P* < 0.01, ** *P* < 0.01, *** *P* < 0.001 (Student’s t-test)

### TET expression in the AMPs and the CNS contribute to fly mobility

To further investigate the role of TET in adult fly mobility, we performed RNAi-mediated tissue-specific knockdowns of *Tet*. The induction of *Tet RNAi* in the AMPs using the *kirre-GAL4* driver induced a strong knockdown of TET-GFP expression in these cells in third instar larval wing discs (Fig. 7A, B). The resulting adult flies had strongly impaired flight capacities at 1 week and 3 weeks of age, with more than 50% of flightless flies in the latter case (Fig. 7C). To confirm this result, we took advantage of the DeGradFP method [77] to inhibit TET expression using *Tet-GFP* homozygote flies. Consistent with the RNAi results, *kirre-GAL4*-driven expression of the DeGradFP resulted in an efficient knockdown of TET-GFP expression in AMPs and the resulting adult flies showed a reduced flight capacity (Supplemental Fig. 8). Of note too, the expression of *Tet* RNAi under the control of the AMP-specific driver *R32D05-GAL4* [78] also caused flight deficiency (Supplemental Fig. 8), suggesting that TET expression in the AMPs is important for flight muscle function. In addition, in negative geotaxis assays, 1-week-old *kirre* > *RNAi Tet* flies had reduced climbing performances as compared to controls, and this defect was accentuated in 3-week-old flies (Fig. 7D). With the *E(spl)m6-BFM-GAL4* driver, which is initially expressed in all AMPs but maintained only in a subpopulation of AMPs located in the anterior region of the presumptive lateral hemi-notum [45], we observed a reduction of TET-GFP expression in this location in third instar larvae (Fig. 7E, F). This knockdown was associated with a mild reduction in flight capacity but not in climbing performance in 1-week-old adult flies (Fig. 7G, H). Yet, both flight and climbing defects were observed by 3 weeks (Fig. 7G, H) and were more pronounced in 5-week-old flies (Supplemental Fig. 8). As *Tet* is also strongly expressed in the central nervous system (CNS) and implicated in neuronal differentiation [20, 21, 24, 25, 27, 79], which is crucial for motor function, we also tested the impact of *Tet* knockdown in neurons. Expression of *Tet RNAi* using the pan-neural driver *nSyb-GAL4* effectively reduced TET-GFP expression in the larval CNS neurons as judged by co-immunostaining against GFP and the neuronal marker Elav (Fig. 7I, J). One-week-old *nSyb* > *RNAi Tet* adults had mild flight defects and no significant reduction of climbing index, but 3-week-old flies were strongly affected in both assays (Fig. 7K, L). Altogether, these results suggest that TET expression in the muscle progenitors and neurons is essential for fly mobility and could contribute to its age-dependent decline during *Drosophila* adulthood.

## Discussion

Previous studies have highlighted the role of TET enzymes in myogenesis and muscle regeneration in vertebrates primarily through their regulation of 5mC DNA [10–17]. However, these enzymes also exhibit 5mC DNA-independent functions, whose impact on muscle development remains unexplored. Here, we demonstrate that despite the absence of 5mC deposition machinery in *Drosophila*, TET plays an essential role in both the development and maintenance of adult muscles in this insect. Notably, our findings indicate that while TET regulates IFM development largely in a catalytic-independent manner, its enzymatic activity is essential for fly locomotion and the prevention of IFM aging.

Our analysis reveals that both long and short isoforms of TET are expressed in flight muscle progenitors within the larval wing disc, with *Tet* expression decreasing during muscle differentiation and *Tet-short* being the predominant isoform in the adult. Interestingly, the persistence of TET-Long proteins in adult IFM could be attributed to differences in RNA translation and protein stability, as RNA expression levels do not always correlate with protein abundance [80]. Alternatively, this could result from deregulated *Tet* expression due to the insertion of the Minos element in the *Tet-L-GFP* line [19], which specifically allows the monitoring of TET-Long expression. Developing new tools to investigate TET isoforms might help resolve this issue and provide further insight into the potential functional differences between TET-Short and TET-Long. In this regard, it is worth noting that mammalian *Tet1* and *Tet3* also encode short isoforms lacking the N-terminal CXXC domain [81]. Investigating which TET isoforms are expressed in mammalian muscles and whether they exert distinct functions in this tissue, as observed in other contexts, would be an intriguing avenue for future research [82, 83].

Histological analyses, microcomputed tomography, and immunostainings showed that *Tet* plays a crucial role in adult flight muscle formation, as evidenced by the presence of atrophied IFM with defective sarcomere organization and an altered mitochondrial network. These phenotypes may stem from myogenic developmental defects, as we found that *Tet* is cell-autonomously required in larval AMPs for their amplification, and its knockdown in AMPs impairs adult mobility. The regulation of AMP number by TET was independent of its enzymatic activity and may be linked to defects in Notch signaling, as we observed reduced expression of Notch direct target genes, such as *E(spl)m6-BFM* [69, 84], in *Tet* mutant wing discs. Although AMP proliferation was unaffected in wandering larvae, AMP numbers declined from the late second instar larval stage onward. This suggests that *Tet* influences the early expansion of the AMP pool, which depends on the activation of the Notch receptor by its ligands [31, 73]. 

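For 15 genes of the Notch core pathway in *Tet* null wing discs, all tested, the mean log2 fold change was 0.17, or 0.24 relative to the median of all genes (13 of 15 genes rising, camera, adjusted *P* 0.033, and 0.099 with the replicate number as a block). None was called, and 1 had an unadjusted *P* under 0.05. Without wild-type sample 2, the mean relative to the median was 0.02. The library means of log2(RPKM + 0.5) ran from 5.11 to 5.20 in *Tet* null and from 4.74 to 5.12 in wild type.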

Notably, the core components of the Notch pathway were not deregulated at the transcript level in the absence of *Tet*, raising the possibility that TET contributes to Notch-induced gene activation in a catalytic-independent manner. Supporting this hypothesis, recent findings indicate that TET interacts with the chromatin remodeling factor BAP55 to regulate germline stem cell self-renewal independently of its enzymatic activity [26]. BAP55 has also been implicated in the activation of Notch target genes in cell culture [85]. Furthermore, studies in zebrafish suggest that *Tet2/3* are required for Notch-mediated gene activation in the hemogenic endothelium [86]. Although technically challenging, identifying TET target genes and interaction partners in AMPs would provide valuable insights into its molecular mechanism of action.

Besides its impact on AMPs, our transcriptomic profiling of late pupal IFMs indicates that TET expression, but not its enzymatic activity, is essential for the proper expression of numerous genes whose deregulation likely contributes to the muscle defects observed in later stages. However, it is important to note that some *Tet*^*null*^ pupae exhibited severe sarcomere defects and may have already begun muscle degeneration. This could complicate the interpretation of the IFM transcriptome, and it would be interesting to obtain RNA-seq data from earlier time points. Still, we observed a dysregulation of the expression of several genes encoding sarcomere complex components which could contribute to disrupt sarcomere organization [29], while the reduced expression of *Sphingosine-1-phosphate lyase* (*sply*) aligns with the observed decrease in DLM volume [50]. Additionally, the simultaneous upregulation of autophagy-related genes, by disrupting the balance between mitochondrial fission and fusion, could impact the IFM mitochondrial network organization [68], which is itself important for myofibrillogenesis and sarcomere organization [51, 87]. 

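In IFM, *mt:lrRNA* (FBgn0013686) stood at 125028 ± 8866 RPKM in *Tet* null and 110499 ± 78512 RPKM in wild type (n = 2 each, log2 fold change 0.39, SE 0.54, adjusted *P* 0.69 from limma). *mt:srRNA* (FBgn0013688) stood at 39777 ± 4991 against 48541 ± 13342 RPKM (−0.27, SE 0.25, adjusted *P* 0.55). Both differences were smaller than the spread between replicates, and both changed sign when 1 library was left out, from −0.41 to 1.18 for *mt:lrRNA* and from −0.55 to 0.02 for *mt:srRNA*. Against *Tet-GFP*, the log2 fold changes were −0.16 and −0.56.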

*Tet* loss was also associated with the downregulation of mitochondrial rRNA expression and a slight reduction in mitochondrial DNA content, although ATP levels in the cell remained unchanged. While further experiments on isolated mitochondria would be needed to assess the respiratory chain functions, studies have shown that overexpression of the fission-inducing protein Drp-1 in skeletal muscle can alter the mitochondrial network and reduces mtDNA content without significantly affecting ATP production [88]. 

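In *Tet* null IFM, *Syn2* (FBgn0034135, 2R:16552258-16558486) was called higher than in wild type, at 2.36 ± 0.217 against 0.867 ± 0.0315 RPKM (n = 2 each, log2 fold change 1.07, SE 0.18, adjusted *P* 0.043). *Scgdelta* (FBgn0025391, X:1735945-1754065) was called lower, at 0.617 ± 0.0343 against 2.04 ± 0.465 RPKM (−1.17, SE 0.21, adjusted *P* 0.047), but it was lower in *Tet-GFP* as well (−1.11 against wild type) and differed by −0.07 between *Tet* null and *Tet-GFP*. *Dyb* (FBgn0033739, 2R:12437345-12452916) stood at 1.25 ± 0.0508 against 0.561 ± 0.00928 RPKM and was not called (0.72, SE 0.18, adjusted *P* 0.091). *Syn1* (FBgn0037130, 3L:21745359-21770534), at 0.697 ± 0.184 against 0.146 ± 0.0267 RPKM, was below the mean RPKM required for a test.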

Interestingly, *Tet* was also required for the proper expression of components of the Dystrophin/Dystroglycan adhesion complex, including *Dystrobrevin, Sarcoglycan ∂, Syntrophin-like 1* and *Syntrophin-like 2* [89]. Furthermore, TET regulated the expression of *Dyschronic, Lissencephaly-1, SP2353, thin*, *muscle blind* and *sply*, genes previously implicated in *Drosophila* muscular dystrophy models [90–93]. This suggests that *Tet* loss may impair the function of the Dystrophin-associated protein complex (DAPC), which is well known for its involvement in human muscle disorders [89]. 

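*dysc* (FBgn0264006, 3L:13867414-13903236) was called higher in *Tet* null IFM, at 2.66 ± 1.17 against 0.436 ± 0.0170 RPKM (n = 2 each, log2 fold change 1.70, SE 0.31, adjusted *P* 0.047), as was *SP2353* (FBgn0034070, 2R:16031930-16047243), at 1.26 ± 0.177 against 0.258 ± 0.0434 RPKM (1.21, SE 0.21, adjusted *P* 0.045). *Lis-1* (FBgn0015754, 2R:16178826-16185103) stood at 19.8 ± 3.62 against 10.2 ± 0.965 RPKM and was not called (0.91, SE 0.25, adjusted *P* 0.10).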

Supporting this hypothesis, *Tet* adult escapers frequently displayed an interrupted posterior crossvein (unpublished observation), a phenotype also observed in *dystrophin* and *Dystroglycan* mutants [94]. DAPC dysfunction may further contribute to mitochondrial network disruption and sarcomeric protein mislocalization, as mechanical tension between muscle and tendon cells plays a crucial role in their proper organization [51, 95].

Another salient feature of *Tet* mutant IFM was the upregulation of an interconnected set of genes implicated in synaptic signaling, accompanied by alterations in the innervation network. IFM innervation and neuronal activity are known to influence not only muscle function but also myogenesis [29]. Given that *Tet* knockdown in either neurons or AMPs is sufficient to cause flight and climbing defects, it is plausible that synaptic gene deregulation stems from its role in both cell types, whose development is mutually regulated [65, 66]. Furthermore, it is noteworthy that DAPC disruption within IFMs can also lead to synaptic defects [96]. The concurrent upregulation of both pre- and post-synaptic components suggests an increase in the number of neuromuscular junctions (NMJ), potentially resulting from defects in synapse pruning during early metamorphosis [66]. Alternatively, this could reflect an accumulation of mRNAs encoding synaptic components, which are transported to neuromuscular junctions and whose stability and translation are influenced by synaptic activity [97–99].

A key finding of our study is that TET’s catalytic activity appears largely dispensable for flight muscle development. Notably, the IFM gene expression program was barely affected in the absence of TET’s enzymatic activity, while it was profoundly altered when TET was completely lost. The catalytic-independent function of TET likely depend on its capacity to recruit to chromatin other transcriptional regulators such as BAP55 [26] or PRC1 [25]. Still, *Tet*^*CD*^ flies exhibit severe mobility impairments, and it is tempting to speculate that this phenotype may stem from neuronal defects, as TET catalytic activity contributes to proper gene expression in the CNS [25], and TET-dependent hm^5^C modification on specific mRNAs has been proposed to regulate axon guidance [21]. While the innervation pattern of IFMs did not seem affected in *Tet*^*CD*^ pupae, it would be interesting to test whether the motor neurons function properly. Interestingly, *Tet*^*CD*^ flies also exhibit a shortened lifespan and signs of premature muscle aging. Additionally, mobility defects caused by *Tet* knockdown become more pronounced with age. In the absence of a *bona fide* DNMT in *Drosophila*, TET’s catalytic-dependent functions are likely mediated through the oxidation of m^5^C on RNA. This low abundance epitranscriptomic modification (~ 0.1 to 0.01% of all cytidines) is deposited by RNA methyltransferases such as NSun2 or Mt2, which are conserved across eukaryotes, including in *Drosophila* [100]. While m^5^C is primarily found in tRNAs, it is also detected, albeit at lower levels, in other RNA species, including mRNAs [101]. Notably, m^5^C modifications on tRNAs can influence their maturation, stability, and function, while their oxidation by TET2 has been shown to enhance translation in vitro [102]. Moreover, TET2 depletion affects tRNA fragment accumulation [103], and mounting evidence links tRNA metabolism to aging, including in *Drosophila* [104, 105]. Recent advances in bisulfite-based sequencing should help clarify the impact of TET on m^5^C modifications across different RNA species, even when present at low stoichiometry [106]. Such technological developments are expected to provide deeper insights into TET’s catalytic function and its role in aging.

It is also worth noting that a shorter lifespan and the accumulation of protein aggregates in muscle fibers have been linked to the activation of the Insulin/IGF pathway, which negatively regulates the transcription factor Foxo [107]. Overexpressing Foxo in adult muscle is sufficient not only to prevent muscle degeneration but also to extend fly lifespan [76], and recent snRNA-seq data suggest that Foxo activates *Tet* expression in IFM [46]. Thus, *Tet* may contribute to Foxo protective role in muscle cells. On the other hand, *Tet* expression in insulin-producing cells is essential for axon guidance during brain development [24], and it might also influence aging by altering IGF ligand production by these cells. Given the critical role of inter-organ communication in muscle aging and longevity, the phenotypes observed in *Tet*^*CD*^ flies likely result from a combination of defects in different tissues.

## Conclusions

Our findings show that TET is essential for adult flight muscle development and is essential for maintaining fly mobility. These results underscore TET’s pivotal role in gene regulation, even in the absence of DNA methylation machinery. A similar 5mC-independent mechanism may also underlie TET’s function in vertebrate muscular biology. Although TET’s catalytic activity is not required for muscle development, it is critical for preserving mobility and delaying aging. Identifying the specific substrate(s) of TET in these processes presents an exciting opportunity for future research. Overall, our study highlights the importance of exploring TET’s non-canonical mechanisms of action across species.

## Supplementary Information

Supplementary Material 1: Supplemental Movie 1. µCT-based 3D reconstitution of the DLM in wild-type adult female

Supplementary Material 2: Supplemental Movie 2. µCT-based 3D reconstitution of the DLM in *Tet*^DMAD1/DMAD2^adult female.

Supplementary Material 3: Supplemental Table 1. Differential expression analysis of *Tet*^null^*versus* control dissected IFM in 96 h APF pupae.

Supplementary Material 4: Supplemental Table 2. Gene Ontology enrichments for the 500 genes with highest expression values in IFM dissected 96 h APF (this study) or 90 h APF (Spletter et al. 2018)

Supplementary Material 5: Supplemental Table 3. Gene Ontology term and Reactome or KEGG pathway enrichments for up or downregulated genes in 96 h APF*Tet*^null^ IFM.

Supplementary Material 6: Supplemental Table 4. Differential expression analysis of *Tet*^null^ *versus* control third instar larval wing discs.

Supplementary Material 7: Supplemental Table 5. Gene Ontology term and Reactome or KEGG pathway enrichments for up or downregulated genes in third instar larval *Tet*^null^ wing discs.

Supplementary Material 8: Supplemental Table 6. List of AMP markers derived from Zappia *et al*. (2020).

Supplementary Material 9: Supplemental Table 7. Differential expression analysis of *Tet*^CD^ *versus* control dissected IFM in 96 h APF pupae.

Supplementary Material 10: Supplemental Figure 1. (A) Schematic representation of the *Tet* gene and transcripts. The different exons (black: non-coding; orange: coding) are depicted as well as the position of the MiMIC insertion (*MI Tet-L-GFP)* [19] and *GFP* knock-in (*KI Tet-GFP)* [23] lines. *Tet-RA, -RB, -RE* and *RF* give rise to TET-Long, whereas *Tet-RC* and *-RD* give rise to TET-Short proteins. (B) Schematic representation of the larval wing imaginal disc. The AMPs are located on the surface of the epithelial cells of the notum. (C, D) Immunostainings against GFP on wing discs of *Tet-GFP* (C) and *GFP-Tet* (D) third instar larvae. Scale bar: 50 µm. (E) The expression dynamic of *Tet* during IFM development. Time-course RNA-seq data on developing IFM (GSE107247) [38] were used to analyze *Tet* mRNA levels from the third instar larval stage to adulthood using DESeq2. (F) Relative expression of *Tet* isoforms in third instar larva wing disc-associated myoblasts or 2-day-old adult indirect flight muscles. RNA-seq data from [42] (GSE207241) were reanalyzed using RMATS. (G) Single-cell RNA-sequencing data from [45] (GSE138626) on third instar larval wing disc of wild-type flies were used to analyze *Tet* (left panel), *zfh1* (central panel) and *Fas3* (right panel) expression in individual cells using UMAP dimensional reduction to separate two main population of cells: the AMPs (top left) and the wing disc epithelial cells (bottom right). (H) Single-nuclei RNA-sequencing data from [46] (GSE189214) on adult thoraces of wild-type flies were used to analyze *Tet* (left panel), *Mhc* (central panel) and *sls* (right panel) expression in individual cells using UMAP dimensional reduction to identify muscle cell clusters (*Mhc* and/or *sls*-expressing cells – bottom clusters).

Supplementary Material 11: Supplemental Figure 2. (A, B) Transverse sections of the thoraces of control (A) or *Tet*^null^(B) pharate pupae stained with phalloidin (red). Individualized DLMs are indicated by a white asterisk. Scale bar: 100 µm. (C) Proportion of flies with different numbers of DLM per thorax. The number of flies analyzed for each genotype is indicated at the bottom. (D-E) Hemithorax sections of control (C) or *Tet*^DMAD1/DMAD2^(Tet^1/2^; D, E) adult females stained with phalloidin. The orange arrows indicate the presence of dilacerated myofibrils. Scaler bar: 100 µm. (G, H) Microcomputed tomography images showing a transverse section of the thoracic region of a control (D) or *Tet*^DMAD1/DMAD2^(E) adult female. Scale bar: 100 µm. (I, J) Confocal views of DLM sections stained with anti-a-actinin (red), phalloidin (green) and DAPI in control (H) or *Tet*^DMAD1/DMAD2^(I) adults. Scale bar: 10 µm. (K, L) Measures of sarcomere length (J) and thickness (K) in control or *Tet*^DMAD1/DMAD2^ adult flies. ** *P *< 0.01, ns: not significant (Student’s t-test; n ≥ 12 flies per genotype).

Supplementary Material 12: Supplemental Figure 3. (A) Representative top Gene Ontology (GO) categories over-represented among the 500 most highly expressed genes as detected by RNA-seq on dissected IFM by Spletter *et al.* [38] (90 h APF; GSE107247) and in this study (96 h APF *ctr* or *Tet*^null^). (B) Venn diagrams showing the overlap between the 500 most highly expressed genes as detected by RNA-seq in dissected IFM by Spletter *et al. *[38](blue: 90 h APF; GSE107247) and in this study (red; left panel: 96 h APF *ctr; *right panel: 96 h APF *Tet*^null^).

Supplementary Material 13: Supplemental Figure 4. String-based analysis of the network of physical interactions (sources: text mining, experiments, database) between proteins coded by genes upregulated (A) or downregulated (B) in RNA-seq from dissected IFM from *Tet*^null^ pupae as compared to wild-type flies (96 h APF). The network was refined using MCL-based clustering. Edges between clusters are represented by a dotted line. Only connected nodes are shown. Clusters with at least five components are annotated according to their main function or protein category.

Supplementary Material 14: Supplemental Figure 5. (A, B) Venn diagrams showing the overlap between up or downregulated genes in the absence of *Tet* in third instar larval wing discs (WD), as compared to those deregulated in pupal IFM (A) or in third instar larval central nervous system (CNS) (from Gilbert *et al.* 2024) (B). (C) Main over-represented Gene Ontology terms (BP: biological process; CC: cellular constituent; MF: molecular function) or Reactome pathways (R) among the genes down or upregulated in *Tet*^null^ wing discs. (D, E) String-based analysis of the network of physical interactions between proteins coded by genes upregulated (D) or downregulated (E) in *Tet*^null^ wing discs. Only connected nodes are shown. (F, G) Immunostaining against phospho-Histone H3 (pH3, red) and Zfh1 (green) in control or *Tet*^null^ wing discs. Nuclei were stained with DAPI. Scale bar: 50 µm. (F’, G’): pH3 staining only. (H) Quantification of the proportion of Zfh1^+^ AMP labelled by pH3. (I,J) Immunostaining against Dcp-1 (red) and Cut (green) in control or *Tet*^null^ wing discs. Nuclei were stained with DAPI. Scale bar: 50 µm. (I’, J’): Dcp-1 staining only.

Supplementary Material 15: Supplemental Figure 6. (A, B) Quantification of sarcomere length (A) and thickness (B) in control or *Tet*^CD^adult flies (n ≥ 17 flies per genotype). (C,D) Confocal views of DLM sections stained with anti-aATP synthase (green) and phalloidin (red) in control (C) or *Tet*^CD^ (D) pharate pupae. Scale bar: 1 µm. (C’, H’): green channel only. (E, F) Lateral sections of thoraces of control or *Tet*^CD^ pharate pupae expressing an mRFP protein in neurons (red; *nSyb-GAL4, UAS-mCD8-RFP*), stained with phalloidin (green) and DAPI (blue). Scale bar 100 µm. (E’, F’): Red channel only. (G) Quantification of neuronal coverage over the DLM (n = 10 for each genotype). (H, I) Immunostaining against Mef2 (red) and GFP (green) in control (*Tet-GFP*) and *Tet*^CD^ third instar larval wing discs. Nuclei were stained with DAPI. Scale bar: 50 µm. (J) Quantification of the number of Mef2^+^ AMPs (*n* = 30 per genotype).

Supplementary Material 16: Supplemental Figure 7. (A) Western blot showing polyubiquitin accumulation (upper panel) and total protein amounts (stain-free analysis; lower panel) in dissected IFM of *w*^1118^, *Tet-GFP *and *Tet*^CD^ flies of the indicated age. (B) Corresponding quantifications of polyubiquitin levels (normalized to total protein amounts) as measured in 4 independent experiments. The mean and SD are represented.

Supplementary Material 17: Supplemental Figure 8. (A, B) Immunostaining against GFP (green) and Mef2 (red) in the wing disc of *kirre-GAL4;Tet-GFP/Tet-GFP* (A) or *kirre-GAL4;* *Tet-GFP, UAS-DeGradFP/Tet-GFP* (B) larvae. Nuclei were stained with DAPI. Scale par: 50 µm. (A’, B’): GFP channel only. (C) Flight test on 1-week-old*kirre-GAL4;* *UAS-DeGradFP *(*DeGradFP*)*, kirre-GAL4; Tet-GFP/Tet-GFP* (*Tet-GFP*) or *kirre-GAL4*;*Tet-GFP,UAS-DeGradFP/Tet-GFP* (*Tet-GFP,DeGradFP*) flies.The percentage of flies landing in each of the 6 zones is indicated. At least 50 flies were analyzed for each genotype.** *P *< 0.01 (Fisher’s exact test). (D) Immunostaining against Mef2 (green) in the wing disc of a third instar larva expressing a nuclear RFP (red) under the control of the *R32D05-GAL4* driver. Nuclei were stained with DAPI. Scale bar: 50 µm. (E, F) Flight test on adult flies of the indicated age expressing a control RNAi or an RNAi against *Tet* under the control of *R32D05-GAL4* (E) or* E(spl)m6-BFM-GAL4 *(F).The percentage of flies landing in each of the 6 zones is indicated. At least 50 flies were analyzed for each genotype and time point. **** *P* < 0.0001 (Fisher’s exact test). (G) Climbing assay on 5-week-old flies expressing a control RNAi or an RNAi against *Tet* under the control of *E(spl)m6-BFM-GAL4.* The climbing index was calculated as the percentage of flies passing a set threshold. * *P* < 0.05 (Student’s t-test).

## Data Availability

All relevant data can be found within the article and its supplementary information. RNA-seq data were deposited in GEO (GSE281163).

## Abbreviations

5hmc: 5-Hydroxymethylcytosine
5mC: 5-Methylcytosine
6 mA: 6-Methyladenine
APF: After Pupa Formation
BSA: Bovine Serum Albumin
CNS: Central Nervous System
DAPI: 4’,6-Diamidino-2-phenylindole
DFM: Direct Flight Muscle
DLM: Dorsal Longitudinal Muscle
DSHB: Developmental Studies Hybridoma Bank
hm^5^C: 5-Hydroxymethylcytidine
IFM: Indirect Flight Muscle
m^5^C: 5-Methylcytidine
PBS: Phosphate Buffer Saline
RNAi: RNA interference
TET: Ten-Eleven Translocation

How the deposited data were processed for this re-analysis (not part of the article)

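Transcript levels were taken from 14 RNA-seq samples, 8 of IFM at 96 h APF (2 each of wild type, *Tet* null, *Tet* CD and *Tet-GFP*) and 6 of larval wing discs (3 each of wild type and *Tet* null). The authors made paired-end libraries with the Ovation SoLo kit, trimmed the reads with Cutadapt, aligned them to dm6 with Hisat2, counted them per gene with HTSeq-count and computed RPKM in R. The deposited tables hold RPKM, one table for IFM and one for wing discs, and the values are written with decimal commas. The authors tested differential expression with DESeq2, which needs read counts, and no counts were among the files, so that their test could not be repeated. Because an automatic check of the tables' unit reads decimal points only, the unit of both deposited tables was recorded as other rather than RPKM, and the values were checked separately after the commas had been replaced: every cell was a number, none was negative and most were not whole numbers. All tests treat the values as RPKM.

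The first *Tet* null IFM sample carries a wing disc tissue label, but its title, pupal age and table are those of IFM, and it was treated as IFM. *Tet* was lowest in the *Tet* null libraries of both tissues, at 0.405 and 0.219 RPKM in *Tet* null IFM against 2.04 and 3.01 RPKM in wild type. Genes were matched by identifier to the BDGP6.54 annotation (Ensembl release 115), which uses the dm6 assembly. Of 17890 genes in the IFM table, 17850 were found, and of 17490 in the wing disc table 17216. Low values fall on a grid set by gene length and library size, and from its spacing the reads on genes and the RPKM of a single read on a 1-kb gene were estimated for each library. The estimates were 46.7 and 45.4 M reads in *Tet* null IFM, 42.4 and 33.3 M in wild type, 41.2 and 43.2 M in *Tet* CD, 41.3 and 41.4 M in *Tet-GFP*, 30.5, 23.1 and 31.5 M in *Tet* null wing discs and 20.2, 16.9 and 22.2 M in wild-type wing discs. The RPKM of a single read ran from 0.0204 to 0.0280 in wild-type and *Tet* null IFM, from 0.0209 to 0.0259 in *Tet* CD and *Tet-GFP* IFM and from 0.0320 to 0.0465 in wing discs, so that differences among genes well below 0.1 RPKM rest on a few reads.

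Values of log2(RPKM + 0.5) were compared between pairs of groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the spread over expression), over genes with a mean RPKM of at least 0.5 in the samples compared. Genes were called at an adjusted *P* (Benjamini-Hochberg) under 0.05 and a fold change over 1.5. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over all sets of a comparison. Shared genes were tested with one-sided Fisher's exact tests over the genes tested in both comparisons, and the difference between the *Tet* null and *Tet* CD effects with a contrast over the 8 IFM libraries at an adjusted *P* under 0.05. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots. The whole procedure was tested on simulated data, in which 2-fold changes were recovered in 0% of genes with 2 samples per group and in 90.5% with 3 per group, and 4-fold changes in 80.5 to 99.5%, with 0 to 18 false calls. Each simulation changed 200 genes and a set of 30, so these shares hold for data with few changed genes.

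The tests, the gene lists, the rule for naming genes and 102 combinations of a result with an alternative were chosen before the data were examined, 15 of these being corrections for GC content that were not run, and 21 more were added after the values had been seen (a correction for gene length, the same with a replicate block, a subtraction of the level of odorant and gustatory receptor genes, and for *Tet* CD against *Tet-GFP* the column number as a replicate block, with and without the length correction). The genes named are those the paper names for these data, *Tet*, and in each comparison the 3 largest rises and 3 largest falls among called genes whose groups did not overlap. Further genes behind a small count or within a set were named after their values were seen. The pairing of *Tet* null and wild-type samples comes from the replicate numbers in the samples' labels. For *Tet* CD and *Tet-GFP*, labels and table columns carry different numbers, and the replicate block of that comparison uses the column numbers. Corrections for GC content were left out because no genome sequence was at hand. The alternatives tried were other constants added before the logarithm, other limits on low values, median-ratio scaling, eBayes without the trend, treat, the replicate number as a block, all 4 IFM groups in one fit, other sets of genes for the quartiles, camera with an estimated correlation, and each replicate left out in turn. Enrichment of Gene Ontology terms, protein interaction networks and the comparison with the published IFM profile at 90 h APF were left out because they need outside data.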

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

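Of the tests in this part, those on the presynaptic and cuticle differences between replicate libraries, on *elav*, on the receptor genes, silent genes and marker medians of wild-type wing disc sample 2, and on the presynaptic, fat body and hemocyte sets without that sample were chosen only after the results were seen, and the others were set earlier.

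The effects of *Tet* null and *Tet* CD on IFM differed, by a test of the difference itself, in 57 genes at an adjusted *P* under 0.05 (19 more positive and 38 more negative in *Tet* null). The number of genes called in *Tet* CD against *Tet-GFP* was 0, with 494 at an unadjusted *P* under 0.05. A larger spread between *Tet* CD and *Tet-GFP* replicates was not seen, since the ratio of the median residual standard deviations to those of the *Tet* null comparison was 0.904. A lower power cannot be excluded by this ratio, because simulated 4-fold changes were recovered in 80.5% of genes here, against 92% for *Tet* null. The effects were measured against separate control lines, and how far these lines contribute to the 57 genes was not tested. That *Tet* acts largely without its catalytic activity, as the paper proposes, is a biological explanation that was not tested apart from this.

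Presynaptic genes moved in opposite directions in *Tet* null tissues, with a mean log2 fold change of 1.73 in IFM and −0.63 in wing discs, and the difference between the tissues was not tested. In IFM, markers of neuronal identity rose as well, with a median log2 fold change of 2.00, as neural tissue carried over in the dissection would give. *abd-A* and *Abd-B*, markers of abdominal tissue, had log2 fold changes of 0.60 and 0.19 at under 1 RPKM, too low to weigh. The libraries of *Tet-GFP*, which should be equal, differed by 1.09 in their presynaptic means, so that the amount of neural transcripts may vary between dissections. *elav* had a log2 fold change of 0.18, below the limit set for it, but it is a single gene, and 7 of 11 neuronal identity markers were called higher, among them the transcription factor genes *onecut*, *pros* and *scrt*, so that RNA of neuron cell bodies cannot be excluded. The larger neuronal coverage of *Tet* null muscle, which the paper shows by microscopy, is a biological explanation that these values cannot separate from carried-over tissue. In wing discs, the mean relative to all genes was −0.40 without wild-type sample 2 and −0.56 with it, and over the same 20 genes the mean log2 fold change was −0.32 against −0.63, so that this library accounted for a part of the fall but not for all of it.

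Wild-type wing disc sample 2 held reads where the other libraries had few. The median RPKM of odorant and gustatory receptor genes was 2.13, in data the paper does not discuss. The 90th percentile of these genes was 1.96 times the 10th, taken over the 110 of 120 genes above 0, a level that may come from reads spread over the genome, such as DNA in the library. Among the 1462 genes over 500 bp with less than 0.1 RPKM in all or all but 1 of the 6 libraries, however, 38.4% were at 0 in this library, and for those above 0 the same ratio was 15.5 (3.29 to 5.26 in the other libraries), so that the level was not even over all silent genes. RNA of another tissue would raise its own markers above this level. Among the marker sets with a median under 1 RPKM in the other wild-type libraries, the largest median (tubular muscle) was 1.82 times the receptor median. The fat body, hemocyte, trachea and dosage compensation sets lay above this limit in the other libraries too and were not part of the test, so that RNA of those tissues cannot be excluded. Whatever its source, the level in this library bears on the expression quartiles: without this library, 32.0% of the genes lower in *Tet* null lay in Q3 and Q4 against 49.7% with it. No biological explanation was tested, since the sample has the condition of the other wild-type discs.

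Fat body markers were higher in *Tet* null wing discs by a mean log2 fold change of 1.66 (7 of 7 genes, camera, adjusted *P* 5.8e-14, and 1.2e-34 with the replicate number as a block), and hemocyte markers by 0.94 (11 of 11 genes, adjusted *P* 3.3e-09, and 8.4e-14 with the block). All 3 *Tet* null libraries lay above all 3 wild-type libraries in both sets, at 4.66 to 5.06 against 2.40 to 3.63 for fat body markers. The paper's text does not discuss these genes. The lower of both values, 0.94, is in the direction that fat body or hemocytes attached to the discs would give. The background of wild-type sample 2 did not account for it, since the lower of both means was 1.02 without that library. A rise of these transcripts within disc cells could not be tested apart from attached tissue.

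Cuticle genes were lower in *Tet-GFP* than in wild-type IFM by a mean log2 fold change of −1.15 (31 of 36 genes, adjusted *P* 8.3e-08), a comparison the paper does not make. The *Tet* CD libraries, which are not part of this comparison, differed from each other by 1.13 in their cuticle means. The gaps within the compared lines were smaller than the difference, 0.39 in *Tet-GFP* and 0.76 in wild type. Epidermis carried over to a differing extent thus remains possible, but these values do not decide whether it explains the difference. A difference between the lines other than *Tet* was not tested for this set and cannot be excluded.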

How the results depend on the processing

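The subtraction of the receptor gene level, the corrections for gene length and the replicate block by column number were chosen after seeing the data, and the remaining alternatives beforehand. For each value below that changed, the cause was not tested. Corrections for GC content were not run, because no genome sequence was at hand, so the length correction stands alone. Leaving out 1 IFM library leaves a group with 1 sample, and for those fits only fold changes are given. Median-ratio factors were equal within the wing disc, the *Tet* null and wild-type and the *Tet* CD and *Tet-GFP* libraries, so that this scaling left those values unchanged and tests nothing there. Where libraries of different comparisons were joined it acted, and gave 17 and 28 genes for the difference between the *Tet* null and *Tet* CD effects. Genes outside the naming rule are named because their count was small, after their values were seen.

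Genes called in *Tet* null IFM (466 higher, 236 lower) numbered 43 and 49 without a limit on low values, 285 higher with a mean RPKM of at least 2, 51 and 48 with treat, 240 higher with all 4 IFM groups in one fit (247 lower), and 113 and 100 with the replicate block and length correction. The share of higher calls thus moved from 66.4% to 46.7% without a limit on low values. With the replicate number as a block, 379 genes were higher and 187 lower, of which 476 were among the 702. The correlation of same-numbered samples was 0.086, so that the numbers do not pair these samples. All 702 genes kept a fold change over 1.5 when any single library was left out, which the choice of these genes nearly fixes in advance.

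Genes called in *Tet* null wing discs (211 higher, 313 lower) numbered 84 and 90 without a limit on low values, 9 and 25 without the trend, 41 and 57 with treat, 343 and 593 with the replicate block, 111 and 80 with the length correction, 420 higher with both, and 123 lower with the receptor level subtracted (175 higher). Across the 6 fits that each left out one replicate, 127 to 459 genes were higher and 162 to 459 lower. In the block fit and in several of these fits, the spread came almost wholly from limma's shared estimate, so *P* values can be too small. Without *Tet* null sample 2, for instance, the smallest adjusted *P* from limma was 5.1e-299. Of the 524 genes, 477 to 516 kept a fold change over 1.5 in these fits. The real split was the one of the 4 splits parting all 3 same-numbered pairs that gave as many calls (1 of 4), and the 6 other splits part 1 such pair. Each of the 9 other splits gave 0 calls, but with so few splits chance cannot be excluded.

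With all 4 IFM groups in one fit, *Tet* CD against *Tet-GFP* gave 6 genes higher and 11 lower, *Tet-GFP* against wild type 6 and 9, and *Tet* null against *Tet-GFP* 170 and 107. For *Tet* null against *Tet-GFP*, with 1 gene higher (*CG1208*), there were 0 without a limit on low values (2938 at an unadjusted *P* under 0.05), 0 with RPKM above 0 in every sample (2811 unadjusted), and 2 with the length correction (*CG1208* and *scaRNA:MeU2-48*). With the column number as a replicate block (r 0.475 of same-numbered libraries), *Tet* CD against *Tet-GFP* gave 0 genes, with 753 at an unadjusted *P* under 0.05, and 0 with the length correction as well (797 unadjusted). No paired analysis was possible because of the numbering for *Tet-GFP* against wild type or *Tet* null, whose columns share 1 number. The difference between the *Tet* null and *Tet* CD effects (19 and 38 genes) gave 9 and 21 with 0.1 added before the logarithm, 5 (*BomS2*, *CG1998*, *CG5961*, *Thor* and FBgn0263472) and 22 with a mean RPKM of at least 2, 11 and 25 with RPKM above 0 in every sample, and 32 more positive genes with the length correction.

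For quartiles in IFM, the genes higher (59.6% in Q3 and Q4, 13.9% in Q1) and lower (0.442% and 69.0%) in *Tet* null lay as follows. With quartiles over all tested genes, 77.9%, 6.22%, 13.6% and 51.3%. With the mean of both genotypes, 21.8%, 33.7%, 9.73% and 51.8%. Without a limit on low values, 9.76% of higher genes in Q1, and 0% and 95.6% for lower genes. With a mean RPKM of at least 2, 27.8%, 29.5%, 0% and 95.8%. With RPKM above 0 in every sample, 68.2% of higher and 10.6% of lower genes in Q3 and Q4. With treat, 69.4%, 4.08%, 0% and 93.2%. With the replicate block, 51.9%, 18.0%, 0% and 76.6%. With all 4 groups in one fit, 54.1% of higher genes in Q3 and Q4. With the length correction, 53.5%, 17.7% and 0%, and with block and length, 54.1% of higher genes in Q3 and Q4, and 0% and 88.3% for lower genes. With 0.1 added, 0% of lower genes lay in Q3 and Q4.

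For quartiles in wing discs, the genes higher (31.1% in Q3 and Q4, 31.6% in Q1) and lower (49.7% and 13.5%) lay at 18.0%, 40.8%, 64.9% and 7.64% with the mean of both genotypes. Without a limit on low values, 21.7% and 27.7% of lower genes. With a mean RPKM of at least 2, 23.3% of higher genes in Q1 and 38.1% of lower genes in Q3 and Q4. With treat, 45.9% and 18.9% of higher genes, and 31.9% of lower genes in Q3 and Q4. With the replicate block, 63.1% and 9.56% of lower genes. With the length correction, 68.8%, 10.4%, 55.7% and 8.57%, with block and length 48.7%, 19.1%, 66.7% and 7.29%, and with the receptor level subtracted 50.9%, 20.5%, 40.6% and 19.8%. Leaving out one replicate at a time gave 14.2 to 53.5% and 18.4 to 51.1% for higher genes, and 32.0 to 55.1% and 11.0 to 30.1% for lower genes. Higher genes lay in Q3 and Q4 less often than lower genes with all libraries, and more often without wild-type sample 2, without a limit on low values (31.7% against 21.7%), without the trend (62.5% against 45.5%, of 8 and 22 genes), with treat, with the length correction and with the receptor level subtracted.

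With camera's correlation estimated from the libraries, no set below passed an adjusted *P* of 0.05, at unchanged means: *Atg* genes (0.53), mitochondrial ribosomal proteins (−0.84), cuticle (−1.72) and presynaptic genes (1.73) in IFM, AMP markers (0.0734), presynaptic genes (−0.63), fat body (1.66) and hemocyte markers (0.94) in wing discs, and presynaptic genes in *Tet* CD (0.33). In the other alternatives, the 4 IFM sets kept their side of the threshold. OXPHOS genes (−0.11) passed it without a limit on low values (−0.11, adjusted *P* 0.013). The AMP set no longer passed with a mean RPKM of at least 2 (0.12), the replicate block (0.0734), block and length (0.25) or the receptor level subtracted (0.14), and lay between −0.0235 and 0.13 with one replicate left out, passing without wild-type sample 1 or 3 only. The wing disc presynaptic set did not pass with a mean RPKM of at least 2 (−0.32), nor the *Tet* CD presynaptic set without a limit on low values (0.33), with a mean RPKM of at least 2 (0.24) or with the length correction, with and without block (0.27), and it passed with the block alone (0.33, adjusted *P* 0.049). Signs reversed for sarcomere genes (−0.13, length correction, with and without block), mitochondrial ribosomal proteins in *Tet* CD (−0.0388, with and without block) and in *Tet-GFP* against wild type (0.0261) with the length correction, and *Atg* genes in *Tet* CD (0.00849) and in *Tet-GFP* against wild type (−0.0137) with a mean RPKM of at least 2. Among 20 further set results, 143 of 168 values under alternatives set beforehand, 78 of 86 with a replicate left out and 45 of 56 under added alternatives kept direction and side.

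Genes higher in both *Tet* null tissues (9) numbered 4 with 0.1 added (*CG31683*, *CR40469*, *NaPi-III* and *tok*), 0 without a limit on low values, 5 with a mean RPKM of at least 2 (*CG31683*, *CG32581*, *CR40469*, *Men* and *NaPi-III*), 5 with RPKM above 0 in every sample (*CG31683*, *CG3303*, *CR40469*, *Men* and *NaPi-III*), 3 without the trend (*CG3303*, *CR40469* and *NaPi-III*), 1 with treat (*NaPi-III*), 7 with the length correction, 5 with block and length (*CG13082*, *CG14715*, *CG31683*, *CR44030* and *NaPi-III*), and 71 at an unadjusted *P* under 0.05, and 7 to 14 with one replicate left out. Genes lower in both (12) numbered 2 without a limit on low values (*CG8192* and *tut*), 2 without the trend (*Tet* and *tut*), 1 with treat (*tut*), 7, 6 and 6 with length, block and length, and the receptor level subtracted, and 109 at an unadjusted *P* under 0.05. At that limit, the 71 higher genes were fewer than the 128 expected by chance, and the 109 lower genes more than the 63.1 expected. AMP markers higher (2) numbered 1 (*mod*) with 0.1 added, with a mean RPKM of at least 2, with RPKM above 0 in every sample and with the receptor level subtracted, 0 without a limit on low values, without the trend, with treat and with the length correction, 6 with the replicate block, 31 at an unadjusted *P* under 0.05, and 0 to 13 with one replicate left out. AMP markers lower (9) numbered 1 without the trend (*E(spl)m6-BFM*), 4 with treat and with the length correction (*CG11835*, *E(spl)m6-BFM*, *Ef1alpha100E* and *Him*), 5 with the receptor level subtracted (the same and *CG34380*), 16 at an unadjusted *P* under 0.05, and 6 to 11 with one replicate left out. Genes shared by *Tet* null and *Tet* CD (0 and 0) numbered 2 lower with all 4 groups in one fit (*net* and *tRNA:Ile-AAT-1-6*), and 24 higher and 34 lower at an unadjusted *P* under 0.05. Their correlation across genes (−0.38) was −0.68 without a limit on low values.

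Of 54 values of named genes, 201 of 215 kept direction and side under the 4 alternatives listed beforehand for single genes (0.1 or 1 added, the replicate block, and median-ratio scaling, under which these values could not change), as did 240 of 262 with a replicate left out and 85 of 106 under added alternatives. Under alternatives listed for the counts of genes, more calls were lost. Of 14 named genes called in *Tet* null IFM, 5 were still called without a limit on low values, 5 with treat, 8 with a mean RPKM of at least 2 and 10 with all 4 groups in one fit. Of 17 in wing discs, 12 were still called without a limit on low values, 10 with treat and 6 without the trend. Reversed were *Tet* in *Tet* CD (0.05) with the length correction (−0.080) and with one replicate left out (−0.0133 to 0.12), and *mt:lrRNA* (0.39) and *mt:srRNA* (−0.27) with one replicate left out (−0.41 to 1.18 and −0.55 to 0.0188). In simulated data with 2 samples per group and few changed genes, 2-fold changes were recovered in 0% of genes. A missing call in IFM thus does not exclude a 2-fold change. With more changed genes, as in *Tet* null IFM, the adjusted limit is less strict and the recovery can be higher.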

Differences from the paper's values

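For *Tet* null IFM, the paper gives 1110 genes higher and 534 lower, against 466 and 236 here, and none of the alternatives set before the data were examined closed the gap. For genes lower in Q3 and Q4, the paper gives 9%, against 0.442% here. With quartiles of the mean of both genotypes (9.73%) and with genes above 0 RPKM in every sample (10.6%) the value fell within the paper's, and not with the others. The paper gives 5 *Atg* genes higher, against 2 here, and 4 with all 4 IFM groups in one fit.

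For *Tet* null wing discs, the paper places 14% of higher genes in Q3 and Q4, against 31.1% here, with 18.0% for the mean of both genotypes and 14.2% without wild-type sample 3 falling within the paper's. It gives 14 AMP markers lower and 4 higher, against 9 and 2 here. The lower number reached 10 with 1 added before the logarithm and with a mean RPKM of at least 2, 13 with the replicate block, 11 without *Tet* null sample 2 and 16 at an unadjusted *P* under 0.05, and the higher number 6 with the block, 4 without *Tet* null sample 2, 8 and 13 without wild-type sample 1 or 3 and 31 at an unadjusted *P* under 0.05. The paper's *P* for the higher markers is 0.03, against 0.708 here and 0.038 without wild-type sample 1. The *P* for the lower markers is smaller in the paper than the 0.011 found here.

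For *Tet* CD, the paper gives 77 genes higher and 38 lower, against 0 and 0 here (494 at an unadjusted *P* under 0.05), and none of the alternatives set before the data were examined closed the gap. Genes shared with *Tet* null number about 3 higher and about 4 lower in Fig. 5L, read by eye, against 0 and 0 here, and no alternative at an adjusted *P* reached either (2 lower with all 4 IFM groups in one fit), while 24 and 34 were shared at an unadjusted *P* under 0.05.

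The supplement's log2 fold change is 6.95 for *LysP* in IFM, against 5.30 here, a gap that closed with 0.1 added. It is −1.72 for *E(spl)m6-BFM* in wing discs, against −1.93 here and −1.83 with 1 added, and −1.45 for *Ef1alpha100E*, against −2.27 here, which no alternative closed. The part of the supplement at hand holds 1999 genes per comparison. Among these, it calls 243 genes in *Tet* null IFM, against 92 here, with 87 shared and all of the other 156 changed in the same direction, 113 of them at an unadjusted *P* under 0.05. In wing discs, it calls 61 against 65, with 45 shared. In *Tet* CD, it calls 22 against 0, of which 20 had an unadjusted *P* under 0.05 here.

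The paper reports *tmod*, *tn* and *mbl* as higher and *sals*, *CG1674*, *bsf*, *bt*, *unc-45*, *Cf2* and *zfh1* as lower in *Tet* null IFM. Here these had log2 fold changes of 2.13, 1.21, 0.95, −0.84, −0.84, −1.24, −0.77, −1.01, −0.78 and −0.88 without a call. *tn* was called with RPKM above 0 in every sample and without the trend, and *zfh1* with all 4 IFM groups in one fit. *bsf*, *bt*, *Cf2* and *zfh1* were called with a length correction, which was chosen after seeing the values. No alternative called *tmod*, *mbl*, *sals*, *CG1674* or *unc-45*. The paper also names *Atg8a* (0.89), *Dyb* (0.72) and *Lis-1* (0.91) as changed, which no alternative called. It names *Syn1* as well, which was not tested and for which no alternative is given here. The paper reports mitochondrial rRNA as lower, while *mt:lrRNA* was at 0.39 and *mt:srRNA* at −0.27 here.

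In wing discs, the paper lists *kirre*, *zfh1*, *Alk*, *Con* and *side* as lower and *ATPsynC* and *CG6891* as higher, with log2 fold changes of −0.83, −0.66, −1.36, −1.45, −1.46, 0.75 and 0.67 here without a call. With the replicate block, *kirre*, *zfh1*, *Alk*, *ATPsynC* and *CG6891* were called. *Alk* was also called with block and length correction, chosen after seeing the values. *zfh1* was also called with 1 added, with a mean RPKM of at least 2 and without *Tet* null sample 1 or 2, *ATPsynC* without wild-type sample 3, and *CG6891* without wild-type sample 1 or 3. No alternative called *Con* or *side*. The paper's text links genes higher in wing discs to synaptic functions, while presynaptic genes had a mean log2 fold change of −0.63 here, and −0.38 without wild-type sample 2. The sheets of Supplemental Table 5 list the synaptic terms under lower genes, opposite to the paper's text and in the direction found here.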

Other observations

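Of the tests in this part, the correction for gene length alone (in place of one with GC content), the test of changes over 4-fold on 3L, the values of *Tet-GFP* against wild type and the *roX* differences between libraries of one genotype were chosen only after the result was seen, and the others were set earlier. Limits had been set earlier for the line difference (under 50% of calls kept), the chromosome arms (*P* under 0.05) and *roX* (a log2 fold change over 1), and none was reached, but reading these tests as undecided was chosen after the values were seen. More genes were higher than lower in *Tet* null IFM (66.4% of the calls). The share was 66.4% with median-ratio scaling as well, but the factors of these libraries were equal, so that a role of scaling could not be tested. Against *Tet-GFP*, 84.9% of the called genes changed by more than 1.5-fold in the same direction (93.6% of the higher and 67.8% of the lower genes), but 1 gene was called, and 149 of the 236 lower genes were lower by more than 1.5-fold in *Tet-GFP* than in wild type as well. Both comparisons use the same *Tet* null libraries, so that a difference between the lines other than *Tet* cannot be excluded. With a correction for gene length, 677 genes were called and 60.0% of them were higher, and with block and length 53.1%, so that gene length may account for a part of the pattern. GC content was not tested and cannot be excluded. Tissue carried over with the IFM remains open, given the median of 2.00 for neuronal identity markers.

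*Tet* lies on chromosome arm 3L. In IFM, 8.51% of genes on 3L and 3R were called, against 8.17% on the other arms (one-sided Fisher's exact test for a larger share, *P* 0.298). In wing discs, the shares were 3.95 and 4.21% (*P* 0.779). Among the genes with the largest changes, *CG18180*, *LysP*, *CG14147* and *CG13049* in IFM (4 of 6) and, with *Tet*, *Tektin-C* and *Dscam4* in wing discs (the 3 largest falls) lie on 3L. Genes other than *Tet* called with a change over 4-fold made up 53 of 1630 tested genes on 3L and 176 of 6776 on other arms in IFM (3.25 against 2.60%, one-sided Fisher's exact test, *P* 0.0871), and 18 of 2538 against 48 of 9851 in wing discs (0.709 against 0.487%, *P* 0.114). Sequence linked to the mutant chromosome at a few genes cannot be excluded. On the small chromosome 4, 18 of 88 tested genes (20.5%, 9 higher and 9 lower) were called in IFM, against 7.21 to 8.75% on the other arms, a value singled out after it was seen and not tested. In wing discs it was 5 of 90 genes (5.56%).

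For *roX1* and *roX2*, which follow the share of males, the largest absolute log2 fold change between *Tet* null and wild type was 0.71 in IFM and 0.23 in wing discs. Libraries of one genotype differed in the mean of both genes by up to 1.37 in IFM and 0.68 in wing discs, so that an unequal share of males and females cannot be excluded.

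Of the 17 genes called in *Tet* CD against *Tet-GFP* with all 4 IFM groups in one fit, 8 were called in the opposite direction between *Tet-GFP* and wild type in that fit. Both comparisons share the *Tet-GFP* libraries, so that these values are not independent.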
